# Profiling hippocampal neuronal populations reveals unique gene expression mosaics reflective of connectivity-based degeneration in the Ts65Dn mouse model of Down syndrome and Alzheimer’s disease

**DOI:** 10.3389/fnmol.2025.1546375

**Published:** 2025-02-26

**Authors:** Melissa J. Alldred, Kyrillos W. Ibrahim, Harshitha Pidikiti, Sang Han Lee, Adriana Heguy, Gabriela Chiosis, Elliott J. Mufson, Grace E. Stutzmann, Stephen D. Ginsberg

**Keywords:** Alzheimer’s disease, bioinformatics, Down syndrome, hippocampus, laser capture microdissection, RNA sequencing, selective vulnerability, trisomy

## Abstract

**Introduction:**

Individuals with Down syndrome (DS) exhibit neurological deficits throughout life including the development of in Alzheimer’s disease (AD) pathology and cognitive impairment. At the cellular level, dysregulation in neuronal gene expression is observed in postmortem human brain and mouse models of DS/AD. To date, RNA-sequencing (RNA-seq) analysis of hippocampal neuronal gene expression including the characterization of discrete circuit-based connectivity in DS remains a major knowledge gap. We postulate that spatially characterized hippocampal neurons display unique gene expression patterns due, in part, to dysfunction of the integrity of intrinsic circuitry.

**Methods:**

We combined laser capture microdissection to microisolate individual neuron populations with single population RNA-seq analysis to determine gene expression analysis of CA1 and CA3 pyramidal neurons and dentate gyrus granule cells located in the hippocampus, a region critical for learning, memory, and synaptic activity.

**Results:**

The hippocampus exhibits age-dependent neurodegeneration beginning at ~6 months of age in the Ts65Dn mouse model of DS/AD. Each population of excitatory hippocampal neurons exhibited unique gene expression alterations in Ts65Dn mice. Bioinformatic inquiry revealed unique vulnerabilities and differences with mechanistic implications coinciding with onset of degeneration in this model of DS/AD.

**Conclusions:**

These cell-type specific vulnerabilities may underlie degenerative endophenotypes suggesting precision medicine targeting of individual populations of neurons for rational therapeutic development.

## Introduction

Down syndrome (DS), caused by the triplication of human chromosome 21 (HSA21), represents the most common genomic cause of intellectual disability with prevalence estimates of 1 in 700 live births in the United States (Mai et al., 2019; Parker et al., 2010). Individuals with DS have multiple neurodevelopmental phenotypes, mild to moderate intellectual impairment, neurological deficits, including reduced numbers and size of neurons in the hippocampus, along with systemic peripheral deficits (Rachidi and Lopes, 2008; Chapman and Hesketh, 2000; Lott, 2012; Wisniewski, 1990; Freeburn and Munn, 2021; Emili et al., 2024). DS results in memory deficits associated with impaired hippocampal function, including impairment in episodic and spatial memory (Freeburn and Munn, 2021; Chapman and Hesketh, 2000; Contestabile et al., 2017; Das et al., 2014). In addition, individuals with DS develop amyloid-beta peptide (Aβ) senile plaques, tau-containing neurofibrillary tangles, cortical thinning, and overt brain atrophy over their lifespan (Chapman and Hesketh, 2000; Mann et al., 1984; Lott and Head, 2019; Wisniewski et al., 1985). Most individuals with DS have documented progressive cognitive impairment, with dementia now described as the primary cause of death in adults with DS (Lott and Head, 2019; Landes et al., 2020).

Murine trisomic models of DS allow researchers to explore neuronal degenerative phenotypes at specific aging timepoints, linking them to the human condition. The Ts65Dn model is one of the oldest and most popular models of DS and AD (DS/AD) (Reeves et al., 1995; Davisson et al., 1993). Ts65Dn mice have a freely segregating mini-chromosome which encompasses a partial triplication of HSA21 orthologs on mouse chromosome 16 (Mmu16; ~90 protein-coding genes), along with a centromeric segment of non-orthologous mouse chromosome 17 (Mmu17; segment 17q1a) (Duchon et al., 2011; Sturgeon and Gardiner, 2011; Akeson et al., 2001). Ts65Dn mice recapitulate many of the endophenotypes associated with human DS, including early endosomal abnormalities (Cataldo et al., 2003; Cataldo et al., 2000), age-associated behavioral deficits in multiple domains of cognition (Powers et al., 2016; Hunter et al., 2003a; Hyde and Crnic, 2001; Fernandez and Garner, 2008), and frank neuronal loss (Gautier et al., 2023; Ash et al., 2014; Kelley et al., 2014b; Velazquez et al., 2013). Cognitive decline in DS has been associated with degeneration of the cholinergic septohippocampal pathway, arising from neuronal loss in the basal forebrain and loss of cholinergic fiber projection to the hippocampus and neocortex, which occurs in the Ts65Dn model of DS/AD (Perez et al., 2019; Velazquez et al., 2013; Powers et al., 2016; Peng et al., 2009; Kelley et al., 2014b; Hamlett et al., 2016; Gautier et al., 2023; Strupp et al., 2016). Moreover, Ts65Dn mice display reduced hippocampal neurogenesis (Bianchi et al., 2010; Velazquez et al., 2013; Insausti et al., 1998), hippocampal synapse loss (Kurt et al., 2004; Popov et al., 2011), and synaptic structural abnormalities (Belichenko et al., 2007; Belichenko et al., 2004; Kleschevnikov et al., 2012a). Degeneration of the cholinergic septohippocampal circuit, a cardinal feature of DS and AD (Granholm et al., 2000; Whitehouse et al., 1982; Yates et al., 1980), starts at approximately 6 months of age (MO) in the Ts65Dn mouse model (Rueda et al., 2012; Gotti et al., 2011; Holtzman et al., 1996). However, the underlying cellular mechanisms driving degeneration of this circuit are understudied.

Previous hippocampal analysis of synaptic structural and functional alterations in DS have linked impaired plasticity as a causal agent of cognitive decline (Kleschevnikov et al., 2004; Costa and Grybko, 2005; Kurt et al., 2004). Ts65Dn mice display decreased excitatory neurons and synaptic density (Kurt et al., 2004), and increased inhibitory neurons and synapses in the hippocampus (Chakrabarti et al., 2010; Belichenko et al., 2004). In the CA1 sector of the hippocampus, decreased long-term potentiation (LTP) occurs at 2 MO and 9 MO in Ts65Dn mice (Siarey et al., 1997), while field potential recordings centered in the CA1 region showed increased long-term depression (LTD) in 2MO Ts65Dn mice (Siarey et al., 1999). Increased spontaneous inhibitory postsynaptic current frequency was observed independently in the Ts65Dn CA1 sector, but no difference was observed in miniature IPSCs (mIPSCs) (Chakrabarti et al., 2010). In contrast, neurons in the Ts65Dn CA3 sector of the hippocampus have decreased mIPSCs and miniature excitatory postsynaptic currents (Hanson et al., 2007; Stagni et al., 2013; Contestabile et al., 2017). Electrophysiological analysis of dentate gyrus granule cells (DGCs) revealed increased inhibitory currents and synaptic density along with decreased LTP (Contestabile et al., 2017; Kleschevnikov et al., 2012b; Kleschevnikov et al., 2004; Contestabile et al., 2013). Taken together, these electrophysiological studies confirm an imbalance of excitation and inhibition in the hippocampus, postulated to be causal to the spatial and episodic memory impairments in DS mouse models, substantiated by GABA and NMDA receptor pharmacotherapies (Fernandez et al., 2007; Costa, 2011; Costa et al., 2008). However, most of these studies were performed in juvenile pups, prior to onset of septohippocampal degeneration, with virtually no assessment of the effects of aging on this learning and memory circuit.

Recent RNA sequencing (RNA-seq) analysis of neurons within medial septal nucleus (MSN) by our laboratory revealed transcriptomic alterations in Ts65Dn mice at the start (~6 MO) of basal forebrain cholinergic neuron (BFCN) degeneration (Alldred et al., 2021c; Alldred et al., 2023). However, hippocampal gene expression studies in postmortem human DS and DS/AD mouse models have mostly been limited to microarray and RT-qPCR based analyses (Alldred et al., 2018; Alldred et al., 2015a; Alldred et al., 2015b; Ahmed et al., 2012; Bofill-De Ros et al., 2015; Granholm et al., 2003; Hunter et al., 2003b; Pollonini et al., 2008). Although a few RNA-seq studies have been performed, most examined the entire hippocampus (Zhou et al., 2023; Granno et al., 2019; Hu et al., 2022), with limited assessment of individual hippocampal subregions in DS/AD models (Alldred et al., 2024a; Sierra et al., 2024). Both our study of laser capture microdissection (LCM) microisolated CA1 pyramidal neurons in ~11 MO female DS mice using the Ts2 derivative of the Ts65Dn model and the single nucleus RNA-seq performed on multiple hippocampal neuronal subtypes exhibited fewer dysregulated genes and pathways compared to the 6 MO MSN BFCNs (Alldred et al., 2024a; Sierra et al., 2024), leading to the hypothesis that (*i*) hippocampal neuronal degeneration lags behind that seen in basal forebrain and/or (*ii*) BFCNs degeneration precedes or paces hippocampal degeneration in the context of DS/AD (Alldred et al., 2023; Alldred et al., 2021c; Mufson et al., 2021).

To evaluate hippocampal neuronal populations, we performed single population gene expression analysis to interrogate CA1 and CA3 pyramidal neurons (PNs) and DGCs. Samples were microisolated by LCM in the same spatial plane, followed by RNA-seq and downstream bioinformatic inquiry to analyze differentially expressed genes (DEGs) and pathway alterations in spatially characterized hippocampal excitatory neuronal populations in the Ts65Dn mice compared to normal disomic (2N) controls at 6 MO. We postulate each excitatory neuron population will display unique gene expression, with a subset of DEGs showing convergent dysregulation in all three populations.

## Materials and methods

### Mice

Ts65Dn (Ts, *n* = 6) and disomic (2N, *n* = 6) male mice (age range: 5.7–6.4 MO, mean age 6.0 MO) were generated as part of previously published studies by our group (Alldred et al., 2023; Alldred et al., 2021c).

### Tissue accession

Brains were accessed as previously described (Alldred et al., 2021c, 2023). Following removal of the brain from the calvarium, a biased hemibrain dissection was performed, isolating one hemisphere ~1–1.5 mm lateral to the midline to preserve centrally located structures, including the basal forebrain nuclei, which was utilized in the previous studies (Alldred et al., 2021c; Alldred et al., 2023). This hemibrain containing the midline structures was flash frozen on dry ice for RNA-seq analysis. Sections of rostral hippocampus were cut on a cryostat (−25°C; CM1860UV, Leica, Buffalo Grove, IL) at a thickness of 20 μm and mounted on polyethylene naphthalate membrane slides (Leica) (Alldred et al., 2024a; Alldred and Ginsberg, 2023; Alldred et al., 2023; Alldred et al., 2021c). Slides were immediately stored under desiccant at-80°C until used for LCM. The other hemisphere (minus the midline structures) from the same mice utilized for RNA-seq was isolated and dissected for a CA1 enriched dissection and a CA3 + DG sector enrichment (Ts, *n* = 6; 2N, *n* = 6). In one 2N case, the other hemisphere was not available, so a 2N littermate was used for protein dissection. Briefly, an ~1.5 mm thick coronal slab was cut from the rostral hippocampus and placed on a dissection microscope (Zeiss Axiosplat). Under magnification (32x), a CA1 sector enriched dissection was isolated from the rest of the hippocampus with the resulting rest of the hippocampus termed CA3 sector + DG enrichment. Each dissected piece was flash frozen on dry ice and stored at-80°C. RNase-free precautions were employed, and solutions were made with 18.2 mega Ohm RNase-free water (Nanopure Diamond, Barnstead, Dubuque, IA).

### Neuron collection

Polyethylene naphthalate membrane slides containing the rostral hippocampus were equilibrated to room temperature (RT) under desiccant (−20°C for 5 min, 4°C for 10 min, RT for 5 min) followed by a rapid Nissl staining protocol as previously described to preserve intact RNA in unfixed tissue (Alldred and Ginsberg, 2023). CA1 and CA3 PNs along with DGCs were identified visually in the same section and microisolated using the draw and cut feature by LCM for each section (LMD7000; Leica; Figures 1A,B). As the excitatory neurons are densely packed in these regions, groups of neurons were collected during LCM, with an estimated number of neurons per area collected. Approximately 6 rostral hippocampal tissue sections were dissected via LCM (approximately -1.58 to -2.54 Bregma), with mean collections of ~950 CA1 PNs, ~750 CA3 PNs, and ~ 1,175 DGCs per brain before proceeding to RNA isolation and RNA-seq library preparation.

**Figure 1:**
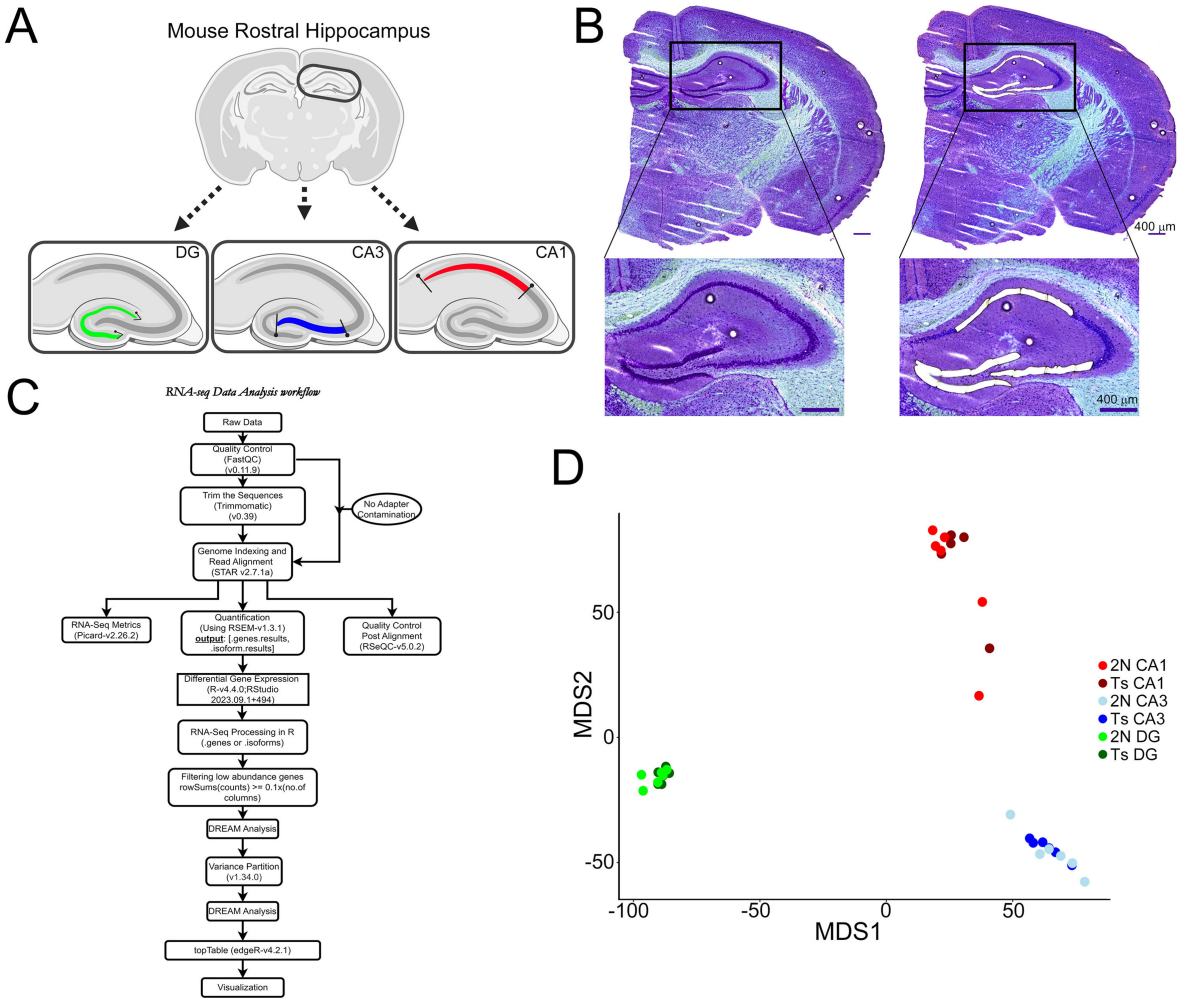
Microisolation and RNA-seq workflow for CA1 PNs, CA3 PNs, and DGCs. **(A)** Schematic representation indicates LCM paradigm to collect excitatory neurons from each hippocampal subregion in a single coronal section (schematic generated via BioRender). **(B)** A representative image shows a coronal section Nissl-stained section at 5x prior to (left) and after (right) microisolation of CA1 PNs, CA3 PNs, and DGCs, with insets showing higher resolution of tightly packed neurons acquired via LCM. Scale bar = 400 μm. **(C)** Overview of the single population RNA-seq bioinformatics analysis paradigm (generated in Drawio). **(D)** MDS plots use a colored dot to represent each individual sample for CA1 PNs (2N = light red; Ts = dark red), CA3 PNs (2N = light blue; Ts = dark blue) and DGCs (2N = light green; Ts = dark green).

### RNA purification

RNA from neurons collected for each brain region (CA1, CA3, and DG) was purified using the miRNeasy Micro kit (Qiagen) according to manufacturers’ specifications, which isolates total RNA including microRNAs. A DNase digestion was performed twice sequentially before the final washes and RNA purification. RNA quality control (QC) was performed (High Sensitivity RNA assay, Tapestation, Agilent, Santa Clara, CA). RNA Integrity Number (RIN) values ranged from 5.0–8.2 for all samples quantified, with samples at the limit of resolution measured by DV_200_ values.

### Library preparation and RNA-seq

The SMARTer Stranded Total RNA-Seq kit-Pico input Mammalian v3 (Takara Bio, Mountain View, CA) was employed with unique indexes for each sample. To normalize input, CA1, CA3 and DG RNA concentrations were used to determine sample input, with an average of ~3–3.75 ng RNA input utilized per sample. Samples were fragmented for 3.75 min, with 5 cycles for PCR1 and 14 cycles for PCR2. Samples were quantified (Tapestation D1000 DNA assay; Agilent). One 2N sample for CA1 failed QC for library preparation, so neurons from all three regions (CA1, CA3, and DG) were re-isolated using adjacent tissue sections from the same mouse. LCM, RNA extraction and library preparation were performed and the sample passed QC. Samples were pooled in equimolar concentrations and assayed on a NovaSeq 6000 (Illumina, San Diego, CA) using an S1 100 cycle flow cell (v1.5) by the New York University Grossman School of Medicine Genome Technology Center.

### RNA-seq processing

FastQ files were utilized for both conditions (Ts and 2N) in all three cell types (CA1 PNs, CA3 PNs, DGCs) to analyze data in parallel. FastQ files were generated and QC of the raw reads was performed by FastQC v0.11.9 (Andrews, 2010). Samples were removed from analysis if sequence counts were low (<100 k bases). One CA1 PN Ts sample was removed (<75 aligned reads). Read trimming was then performed as necessary by Trimmomatic 0.39 (Bolger et al., 2014). If QC passed and showed no adapter contamination, this step was skipped. Sequence reads were indexed and aligned to the reference genome (Gencode GRCm39-mm39) using STAR Aligner (2.7.1a) (Dobin et al., 2013). Quantification was performed on alignments using Picard 2.26.2 (Picard Toolkit, 2019) for different measures and RSEM (1.3.1) for output (Li and Dewey, 2011). QC was performed on alignments using RSeQC (v5.0.2) (Wang et al., 2012). Differential gene expression was performed using R version4.4.0/RStudio v1 + 494 using genes results with the mouse reference genome (Gencode GRCm39-mm39) (Figure 1C; Supplementary Figure S1).

### Statistical analysis

Gene Count matrix obtained from RSEM was analyzed. Genes with over 0.1 counts per million for at least 10 samples were retained, TMM normalization was then implemented by edgeR (Robinson et al., 2010) for downstream analysis. This step removes lowly expressed genes as they provide little evidence of differential expression and increase statistical errors and false discovery rate (Zehetmayer et al., 2022; Rau et al., 2013; Robinson et al., 2010). Analyses were performed using the DREAM pipeline (Hoffman and Roussos, 2021) which is built using the limma-voom framework from the VariancePartition (v.1.34.0) package (Hoffman and Schadt, 2016). In addition to Group and RNA concentration, the following variables were included as covariates: Intergenic percentage, Intronic percentage, mRNA base percentage, Usable base percentage, and Correct strand reads percentage. The covariates were computed from RNA-seq reads by Picard, with the exception of Group and RNA concentration. Multidimensional Scaling (MDS) was used to visualize the distribution of points and if necessary, identify the presence of outliers. Rrcov was utilized in R to detect the presence of outliers (Filzmoser and Todorov, 2013; Todorov, 2024). No outliers were detected or removed. TopTable (edgeR; v4.2.1) extracts genes that are present for all comparisons. Gene expression differences at (*p* < 0.05) were considered statistically significant. Protein coding genes were extracted using the R Bioconductor package AnnotationDbi (Pages et al., 2019). Multiple testing corrections were performed by false discovery rate (Broberg, 2005; Figure 1C). To ensure isolated cells were excitatory PNs and GCs, statistical analysis was performed in R using the lmer package to normalized cell counts whereupon excitatory neuronal markers were compared to all other cell specific markers (Mathys et al., 2023) modeled as a function of group (Ts versus 2N) as previously described (Supplementary Figures S2A–C; Alldred et al., 2024b, Alldred et al., 2024a). Significance was judged at the level *α* = 0.05, two-sided.

### Pathway analyses

Pathway analyses consisted of Ingenuity Pathway Analysis (IPA; Qiagen) (Qiagen, 2020; Krämer et al., 2013), Gene Ontology (GO) (Ashburner et al., 2000; Gene Ontology Consortium, 2021) and STRING (Szklarczyk et al., 2018) in Cytoscape (cutoff 0.4) (Shannon et al., 2003). Shiny package (v.1.8.1.1) was utilized to create a web-based app to run GO analysis using R version 4.4.0/ RStudio v1 + 494. This app was also used to filter keyword targets to identify classes of processes affected by genotype and region (Alldred et al., 2024b; Alldred et al., 2024a; Alldred et al., 2023). Overlapping and unique processes were identified using Excel for IPA canonical pathways and neurological diseases and functions (D/Fs), along with GO processes. IPA gene network plots were generated using Igraph (v.2.0.3). STRING analysis was performed (Ts compared to 2N) separately for CA1 PNs, CA3 PNs, and DGCs DEGs to isolate top protein–protein interactions (PPIs) differentially expressed in Ts mice for each cell type. Venn diagrams were generated using InteractiVenn program (Heberle et al., 2015).

### Protein analysis

For protein homogenization, all steps were performed on wet ice or at 4°C. Regional dissections of the hippocampus were utilized to generate the nanogram quantities needed for WES protein analysis (Alldred et al., 2024b; Alldred et al., 2021a; Alldred et al., 2021b). This is technically impractical by LCM (Alldred et al., 2024b; Alldred and Ginsberg, 2023). Each sample received 50 μL of tissue homogenization buffer (THB; 250 mM sucrose, 20 mM Tris base,1 mM EDTA, and 1 mM EGTA) with 1/100 volume of 100 mM phenylmethylsulfonyl fluoride (PMSF; Sigma, P7626) and 1/1000 volume of a protease inhibitor cocktail (Sigma; I3786) as described previously (Alldred et al., 2024b, Alldred et al., 2021a, Alldred et al., 2021b). Manual homogenization using a disposable microfuge pestle was performed for each sample in the microfuge tube, followed by a 5 min centrifugation step at 300 x g to pellet cell debris. The supernatant was extracted to a fresh microfuge tube and stored on wet ice while quantification was performed by the Bradford assay (23236; Coomassie Plus, ThermoFisher, Waltham, MA,) on a Nanodrop 2000C (ThermoFisher). The assay was performed per manufacturer’s specifications with alterations to reduce volume, using bovine serum albumin to generate a standard curve (2 μL protein +58 μL reagent). Once quantification was performed, each sample was diluted to 2 mg/ml concentration using ice-cold THB with protease inhibitors, aliquoted and stored at-20°C until used for protein analysis.

Protein analysis was performed using the WES system (Protein Simple, San Jose, CA). Briefly, 3 μL of each sample was aliquoted to an individual well with 0.8 μL of 5x Fluorescent Master mix following WES protocol guidelines (Alldred et al., 2021a; Alldred et al., 2021b; Alldred et al., 2024b) using the 25 capillary 12–240 kD Wes separation module, to include all 24 samples (*n* = 6/genotype/region) and molecular mass ladder. Blocking reagents, primary and secondary antibodies, chemiluminescent substrate, separation and stacking matrices (Protein Simple) were dispensed to designated wells per manufacturer guidelines. Primary antibodies included mouse anti-*β*-tubulin III (β-TUBIII) used as input control (MAB1195, 1:50, R&D Systems, Minneapolis, MN), amyloid precursor protein (APP; C1/6.1, 1:20, gift of Dr. P.M. Mathews), which recognizes both full length APP as well as the β-CTF fragment (Mathews et al., 2002) and dual specificity tyrosine phosphorylation regulated kinase 1a (DYRK1A; D30C10 #8765, 1:20, Cell Signaling, Danvers, MA). Plates were spun for 5 min at 1000 x g and loaded onto a WES unit, where separation electrophoresis and immunodetection steps are fully automated within the capillary system. Instrument default settings were used with an increased run time to 35 min from default 25 min. Digital images were analyzed with Compass software (Protein Simple), utilizing dropped lines for peak analysis area calculation. Detected proteins were compared to control β-TUBIII levels and reported as normalized percentage of 2N CA1 sector mean. Each protein was performed in triplicate on separate plate runs. Statistical analysis was conducted on each protein compared to β-TUBIII and normalized to 2N CA1 sector mean to standardize means across assay runs. Samples were modeled as a function of the hippocampal region and genotype.

## Results

Herein, we illustrate genotype differences are cell specific in the hippocampus during onset of BFCN degeneration utilizing LCM to isolate three distinct cell types within the hippocampal formation and analyzing gene expression. Using male Ts and 2N mice at the start of BFCN degeneration (~6 MO), CA1 PNs and CA3 PNs, along with DGCs from the rostral hippocampus were identified (Figure 1A) and isolated by LCM (Figure 1B). 

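Each library was made from the RNA of 1 neuronal population of 1 male mouse at 6 MO. For each library the authors deposited the expected count of every gene, which is RSEM's estimate of the number of reads from that gene after alignment to GRCm39 with STAR, without normalization. RSEM divides reads that match several genes between them, so counts of paralogs and pseudogenes that share reads are uncertain, and 0.784% of the expected counts, zeros included, and 2.82% of those above 0 were not whole numbers. The genotype comparisons used the 35 libraries of mice whose dams had the normal diet (1.1 g/kg choline). There were 5 Ts and 6 2N libraries of CA1 PNs, and 6 Ts and 6 2N libraries of both CA3 PNs and DGCs. The CA3 PN library of mouse 15-145 is labelled Ts, while the CA1 PN and DGC libraries of that mouse are labelled 2N; it was taken as 2N, which gives the 6 Ts and 6 2N mice that the paper states. The total expected count ran from 943299 to 1657389 in Ts CA1 PN libraries (median 1156470) and from 786648 to 1486710 in 2N (median 959775). In CA3 PNs it ran from 999952 to 2710441 in Ts (median 1474704) and from 625249 to 4744036 in 2N (median 1791749). In DGCs it ran from 807076 to 1671295 in Ts (median 1203018) and from 696340 to 1469540 in 2N (median 1038020).

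Expected counts were rounded to whole numbers. Genes with over 0.1 CPM in at least 10 libraries of a population were kept, as in the study, and at these totals 0.1 CPM is between 0.063 and 0.474 of a count, so that any count in 10 libraries passed. Ts and 2N libraries of each population were compared with edgeR's quasi-likelihood test after TMM normalization, with no covariate. The study's model is built on limma-voom and also held RNA concentration and 5 percentages of each library's reads, which were not used here. As in the study, genes with an unadjusted p under 0.05 are called DEGs. The number with a Benjamini-Hochberg adjusted p under 0.05 is given beside them.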

RNA-seq was performed with subsequent bioinformatic inquiry using the DREAM pipeline in which genotype and cell type differences were identified in Ts versus 2N mice, as seen by voom:mean–variance trend plots using a retention threshold of 10 for all three neuronal populations (Figure 1C; Supplementary Figures S1A–C).

### Hippocampal genotype and cell specific differential gene expression in Ts mice

MDS analysis revealed distinct profiles for CA1 PNs, CA3 PNs, and DGCs (Figure 1D), with less robust differences seen in Ts versus 2N comparisons for all hippocampal neuron populations (Figure 1D; Supplementary Figures S1D–F), paralleling the Uniform Manifold Approximation and Projection (UMAP) analysis demonstrated previously in trisomic mice (Sierra et al., 2024). 

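The level of each population's marker genes, as the mean log2 CPM over a list fixed before the data were examined, was compared across the normal-diet libraries. Over 6 dentate granule cell markers, DGC libraries had a mean of 8.04 ± 0.15 in Ts and 8.04 ± 0.14 in 2N (SD, n = 6 each). Prox1 was the most abundant of them, at a median of 860.0 CPM in DGCs, 3.47 in CA3 PNs and 4.64 in CA1 PNs. Over 5 CA3 pyramidal neuron markers, CA3 PN libraries had a mean of 6.58 ± 0.10 in Ts and 6.61 ± 0.10 in 2N. Cpne4, the most abundant of them, had a median of 294.6 CPM in CA3 PNs, 1.71 in CA1 PNs and 89.5 in DGCs, and Bok one of 100.3, 8.30 and 5.61. Over 6 CA1 pyramidal neuron markers, CA1 PN libraries had a mean of 7.28 ± 0.49 in Ts (n = 5) and 6.72 ± 2.01 in 2N (n = 6). Wfs1, the most abundant of these, had a median of 422 CPM in CA1 PNs, 21.8 in CA3 PNs and 16.4 in DGCs. The larger spread in 2N CA1 PNs came from the library of mouse 17-21, where the CA1 list had a mean of 2.63 and Wfs1 stood at 6.95 CPM, while the other 2N CA1 PN libraries had means between 7.21 and 7.78.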

DEGs (*p* < 0.05) were identified for CA1 PNs, CA3 PNs, and DGCs by genotype (Ts versus 2N), with fewer genotype differences at 6 MO compared to the cell type differences. 

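Between populations, the 2N libraries were compared over 14973 genes. With an adjusted p under 0.05, 3495 genes differed between CA1 PNs and CA3 PNs (1695 higher and 1800 lower in CA1 PNs), 5140 between CA1 PNs and DGCs (2645 higher and 2495 lower in CA1 PNs) and 6549 between CA3 PNs and DGCs (3283 higher and 3266 lower in CA3 PNs). Scaled by library totals alone in place of TMM, the comparisons gave 3505 genes (1949 higher and 1556 lower), 5413 genes (2082 higher and 3331 lower) and 6874 genes (2427 higher and 4447 lower). With DESeq2, 1794 genes were higher and 1650 lower in CA1 PNs than in CA3 PNs, and 3102 were higher and 3338 lower in CA3 PNs than in DGCs, so which direction was the more frequent depended on the setting. With mouse as a block, since each mouse gave a library of each population, the counts were 3456, 5071 and 6477. At the same threshold, genotype changed 1 gene in CA1 PNs, 89 in CA3 PNs and 79 in DGCs. Without mouse 17-21, whose CA1 PN library had little of 5 of the 6 CA1 markers, 3794 genes differed between CA1 PNs and CA3 PNs.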

Interestingly, CA3 PNs had the most DEGs (1,566, Supplementary Table S2), more than CA1 PNs (947 DEGs; Supplementary Table S1) and DGCs (692 DEGs; Supplementary Table S3). 

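At an unadjusted p under 0.05, 1237 genes differed between Ts and 2N in CA3 PNs, 1143 in DGCs and 463 in CA1 PNs. If no gene differed, 5% of the genes tested would give 673 in CA3 PNs, 672 in DGCs and 614 in CA1 PNs. Of the paper's DEGs, 946 of 947 in CA1 PNs, all 1566 in CA3 PNs and all 692 in DGCs were tested, and 252, 800 and 393 of them had an unadjusted p under 0.05. In CA1 PNs this number was 503 with 1 surrogate variable in the model, 407 without library 17-21 and 168 without 17-56, and between 178 and 220 with any other library left out. In CA3 PNs it was 451 with library 15-145 under its Ts label. The direction was that of the paper's table for 94.7% of them in CA1 PNs, 99.9% in CA3 PNs and 99.1% in DGCs. Counts moved most when no gene was filtered out, to 2028 DEGs in CA3 PNs, 1812 in DGCs and 1067 in CA1 PNs. With 1 library left out at a time, DEGs stayed between 1064 and 1260 in CA3 PNs, between 937 and 1136 in DGCs and between 323 and 656 in CA1 PNs, with the highest number in CA1 PNs reached without Ts mouse 16-357. In CA1 PNs, library 17-21 (2N) had little of 5 of the 6 CA1 markers (Spink8, the sixth, had 67.2 CPM, against 24.9 to 72.7 in the other libraries), and the triplicated genes in library 17-154 (2N) stood at the level of the Ts libraries.

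**Figure D1:**
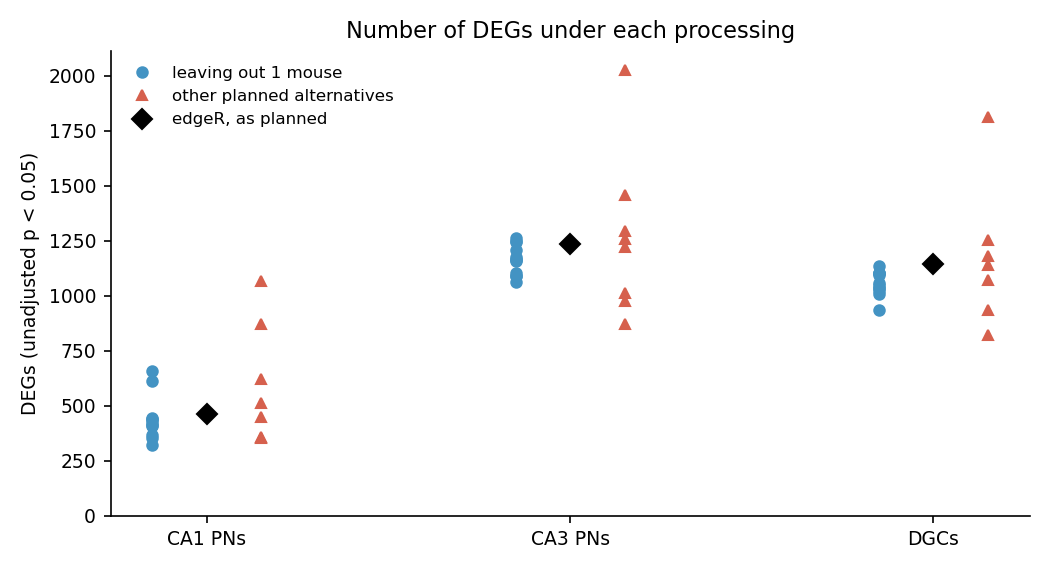
Number of DEGs (unadjusted p under 0.05, y axis) in CA1 PNs, CA3 PNs and DGCs. Diamonds give the edgeR total with all libraries, and circles the totals with 1 library left out. Triangles give the totals from other methods or settings, such as DESeq2 or no filter on low counts. CA3 PNs have 1237 DEGs, DGCs 1143 and CA1 PNs 463.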

Volcano plots show downregulated (*p* < 0.05, light blue; *p* < 0.01, dark blue) and upregulated (*p* < 0.05, red; *p* < 0.01, dark red) DEGs sorted by log-fold change (LFC; base 2) and −log(*p*-value) for CA1 PNs (Figure 2A), CA3 PNs (Figure 2B), and DGCs (Figure 2C). Bar charts were utilized to bin genes by 0.25 increments of the LFC. CA1 PNs (Figure 2D) exhibited more upregulated (508) compared to downregulated (439) DEGs, while CA3 PNs (Figure 2E) and DGCs (Figure 2F) had approximately equal numbers of upregulated and downregulated DEGs. This suggests gene expression defects extend beyond the triplicated region within trisomic hippocampal neurons, with CA3 PNs neurons exhibiting the most robust dysregulation at 6 MO.

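In CA1 PNs 219 of the DEGs were higher and 244 lower in Ts. In CA3 PNs 659 were higher and 578 lower, and in DGCs 611 were higher and 532 lower. The balance in CA1 PNs depended on the scaling between libraries, since without TMM 312 genes were higher and 136 lower, against 718 higher and 501 lower in CA3 PNs and 567 higher and 571 lower in DGCs. With 1 surrogate variable in the model, 392 genes were higher and 477 lower in CA1 PNs.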

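Outside the lists of triplicated genes there were 427 DEGs in CA1 PNs, 1166 in CA3 PNs and 1078 in DGCs. In each population the 3 higher and the 3 lower genes with the smallest p outside the segments are given, as far as their adjusted p was under 0.05. In CA3 PNs, Col4a1, on chromosome 8 of GRCm39 from 11248423 to 11362826, had 96.9 ± 12.1 CPM in Ts and 56.5 ± 11.9 in 2N (SD, n = 6 each), an LFC of 0.82 (standard error 0.12, adjusted p = 2.11e-05, higher in 6 of 6 Ts libraries than in any 2N library). Its neighbour Col4a2 had an LFC of 0.83 (adjusted p = 2.87e-05) and Tenm3 an LFC of 0.96 (adjusted p = 2.06e-04). Arhgef10l (LFC -1.95, adjusted p = 3.98e-04), Nap1l5 (LFC -0.61, adjusted p = 4.64e-04) and Rph3a (LFC -0.50, adjusted p = 4.88e-04) were the lower ones. In DGCs, Nrip3 (LFC 0.66, adjusted p = 0.00436), Cdhr1 (LFC 1.08, adjusted p = 0.00459) and Stc1 (LFC 1.92, adjusted p = 0.00475) were higher, and Pcdhga2 (LFC -1.33, adjusted p = 4.03e-05), Grik3 (LFC -0.60, adjusted p = 6.28e-04) and Sox4 (LFC -1.03, adjusted p = 0.00154) were lower. The exons of Pcdhga2 are shared with the other genes of its cluster, so its count is uncertain. With any 1 library left out, each of these genes of CA3 PNs and DGCs kept its direction and an adjusted p under 0.05 wherever it was tested. In CA1 PNs only Col22a1 passed the correction (15.6 ± 6.15 CPM in Ts, n = 5, and 1.41 ± 1.27 in 2N, n = 6; LFC 3.44, standard error 0.47, adjusted p = 0.00883), and it passed the expression filter in only 1 of the 11 fits that left out a library. From the numbers of DEGs in each population, the paper proposes that gene expression defects extend past the triplicated region and are most robust in CA3 PNs.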

**Figure 2:**
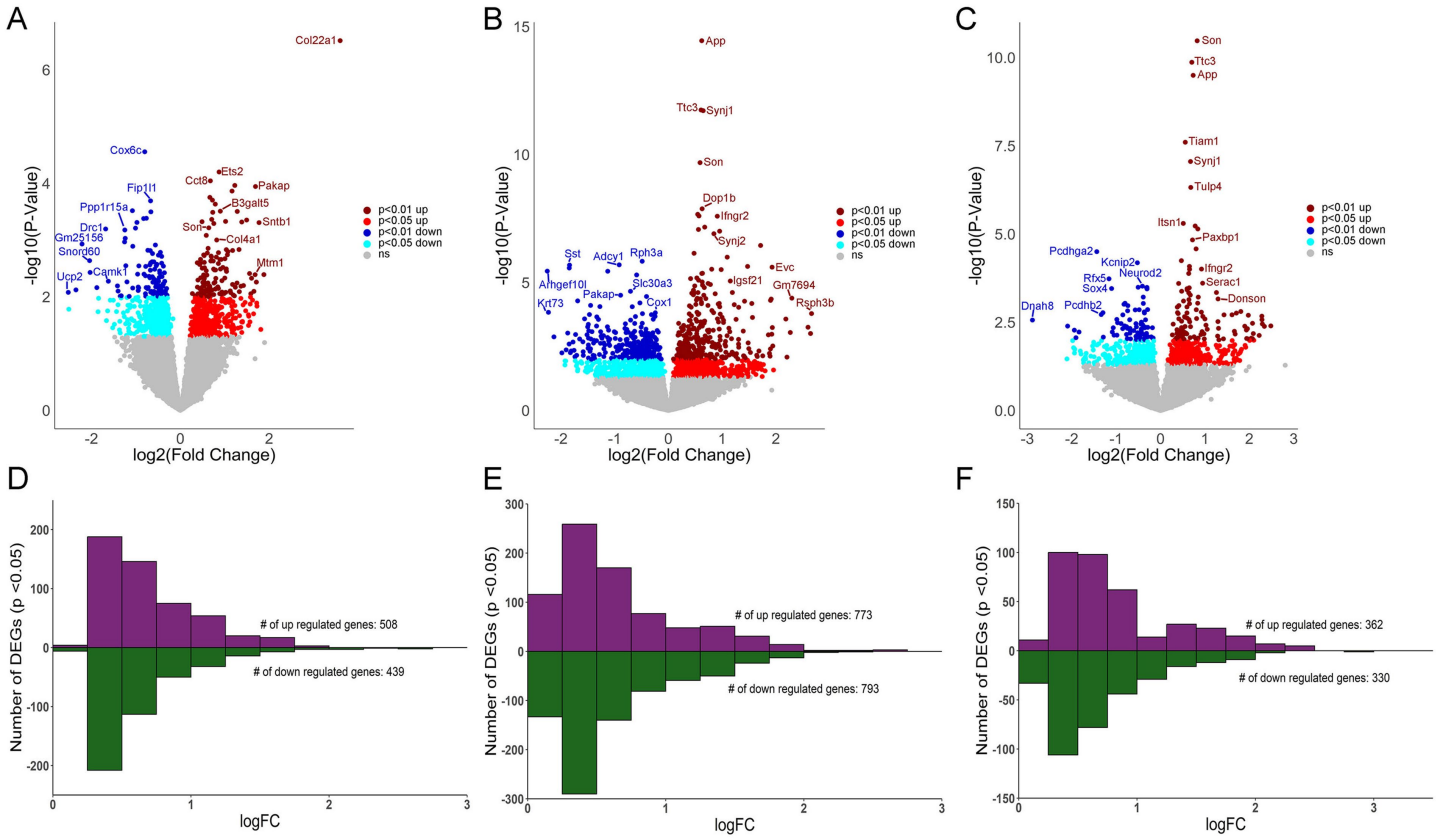
Differential gene expression in CA1 PNs, CA3 PNs and DGCs. **(A)** Volcano plot shows CA1 PN DEGs by genotype with LFC on the *x*-axis and significance [−log (*p*-value)] on the *y*-axis. **(B)** DEGs are both upregulated and downregulated as in a volcano plot in CA3 PNs by genotype. **(C)** Volcano plot depicting DEGs in DGCs by genotype. Key: Dark red dots (*p* < 0.01 upregulated), light red (*p* < 0.05 upregulated), dark blue (*p* < 0.01 downregulated) and light blue (*p* < 0.05 downregulated), with non-significant genes shown in grey. **(D–F)** Bar charts represent upregulated and downregulated DEGs by LFC (binned by 0.25 increments), with the majority of CA1 **(D)**, CA3 **(E)**, and DG **(F)** DEGs displaying <1 LFC difference by genotype (Ts versus 2N).

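An absolute LFC under 1 was found for 372 of 463 DEGs in CA1 PNs (80.3%), 1030 of 1237 in CA3 PNs (83.3%) and 960 of 1143 in DGCs (84.0%). Of the genes labelled in the volcano plots, 15 of 17 in CA1 PNs had an unadjusted p under 0.05, the exceptions being Sntb1 (LFC 0.74) and Pakap, a symbol that 3 genes of the annotation carry (LFC -0.89, -0.082 and 0.76). All 18 of those tested in CA3 PNs did, and 17 of 18 in DGCs, the exception being Dnah8 (LFC 0.27, standard error 0.78). Labels were matched by gene symbol, and in CA3 PNs 1 of the 3 genes named Pakap was past the threshold. With an adjusted p under 0.05 there were 1 in CA1 PNs, 11 in CA3 PNs and 17 in DGCs.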

To ensure the number of DEGs isolated was not caused by overt differences in total number of genes analyzed that passed QC, the percentage of DEGs compared to genes analyzed was identified. 

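After the filter on low counts, 13451 genes were tested in CA3 PNs, 13442 in DGCs and 12286 in CA1 PNs. The CA1 PN comparison had 11 libraries and the others 12, so that a gene needed a count in all but 1 library there and in all but 2 in the others. Protein-coding genes made up 11751 of the genes tested in CA3 PNs, 11494 in DGCs and 11001 in CA1 PNs. Without the filter, genes with a count anywhere numbered 23675 in CA3 PNs, 23368 in DGCs and 22655 in CA1 PNs.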

While CA3 PNs had the highest total number of genes pass QC, DGCs also had a higher total number pass QC compared to CA1 PNs. However, DGCs had the lowest percentage of DEGs compared to analyzed genes (5.78%), followed by CA1 PNs (8.32%), with CA3 PNs having the highest ratio of DEGs compared to analyzed genes (12.82%; Figure 3A). This suggests that a higher number of genes passing QC may improve statistical analysis of DEGs, but at best, it only partially affects the total DEG outcome.

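Of the genes tested, 9.20% were DEGs in CA3 PNs, 8.50% in DGCs and 3.77% in CA1 PNs. The percentage in CA1 PNs was 7.07% with 1 surrogate variable in the model, 5.78% without Ts mouse 16-357, 5.31% without 2N mouse 17-21 and 6.28% with a covariate for CA2 markers that was chosen after seeing the data. In the other settings it was between 2.84% and 4.71%.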

**Figure 3:**
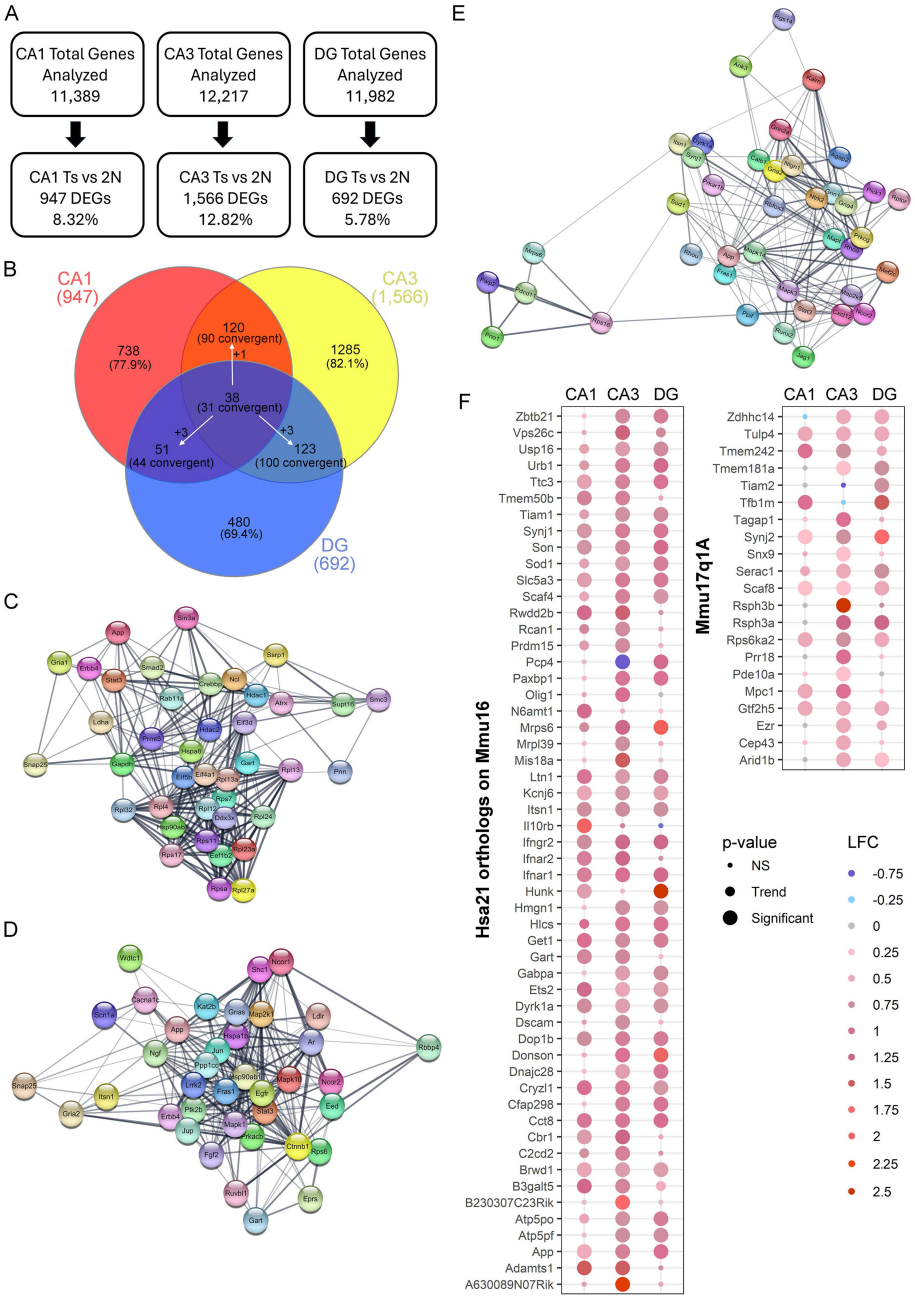
Hippocampal gene expression analysis in excitatory neuron populations. **(A)** Genes passing QC had <10% difference in total expression. Number and/or percentage of DEGs varied by hippocampal neuronal population. **(B)** Venn diagram of DEGs comparing each neuronal population indicated only a few DEGs overlap between CA1 PNs, CA3 PNs, and DGCs. White arrows indicate a DEG was dysregulated uniquely in one population, but convergently dysregulated in the other two. **(C)** STRING plots show the top 40 PPI with at least 29 total PPIs in CA1 PN DEGs, which are presented with each node having a DEG, with edges connecting the interaction partners. **(D)** Plot represents STRING analysis of the top 38 PPI interactors in CA3 PN DEGs which all had at least 41 total PPIs. **(E)** STRING analysis in DGCs showed the top 40 PPIs with overall fewer total PPI partners (>15 partners). STRING plot indicates these PPIs as two unique networks connected by two ribosomal DEGs. **(F)** Dot plots show triplicated DEGs that are HSA21 orthologs (left) or non-orthologous triplicated DEGs from the 17q1a fragment in the Ts mice (right) were identified by *p*-value (size) and LFC (color) with downregulation in shades of blue and upregulation in shades of red.

DEGs for each neuronal population were compared for genotype and circuitry effects, as indicated by convergent and unique gene expression. In each neuronal population, the vast majority of DEGs were unique to each neuronal population (Figure 3B), reinforcing each cell type has a unique expression profile. 

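Of the DEGs of each population, 351 of 463 in CA1 PNs (75.8%), 987 of 1237 in CA3 PNs (79.8%) and 906 of 1143 in DGCs (79.3%) were DEGs in that population only. A gene called in 1 population and not in another need not differ between them. When the difference in LFC between populations was tested itself, over 17853 genes and all 35 libraries, edgeR's quasi-likelihood test gave 0 genes with an adjusted p under 0.05 between CA1 PNs and CA3 PNs (753 at an unadjusted p under 0.05), 0 between CA1 PNs and DGCs (983) and 1 between CA3 PNs and DGCs (924), which was Arhgef10l. With mouse as a block that last count was 4, with Arhgef10l, Fam163b, Crtac1 and Cadm4, the last 3 named after their values were seen, and the other counts stayed at 0 (653 and 875 at an unadjusted p under 0.05).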

A total of 38 DEGs were found to be dysregulated in all three excitatory hippocampal populations, with 31 convergently dysregulated. 

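At an unadjusted p under 0.05, 39 genes were DEGs in all 3 populations and 36 of them changed in the same direction in each. By setting, this overlap ran from 33 genes with DESeq2 to 58 with no filter, and leaving out 1 mouse gave 27 to 49, the highest without 2N mouse 17-154.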

CA1 PNs and CA3 PNs had more overlap of genotype dependent gene expression alterations with 90 total convergent DEGs (Figure 3B). 

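CA1 PNs and CA3 PNs shared 82 DEGs, 75 of them changed in the same direction, and 43 of the 82 were not DEGs in DGCs (37 in the same direction). Triplicated genes were 35 of the 82, and of the 47 others 40 changed in the same direction. Outside the triplicated genes this was 78 of 88 without Ts mouse 16-357, 27 of 29 without Ts mouse 17-157 and 24 of 29 without Ts mouse 17-173. It was 14 of 25 with the CA3 PN library of mouse 15-145 under its Ts label. With DESeq2 it was 26 of 30, with 1 surrogate variable 79 of 89 and with no filter 108 of 131. The CA2 marker covariate chosen after seeing the data gave 69 of 81. With 1 surrogate variable in the model the 2 populations shared 130 DEGs, with no filter 171, and without Ts mouse 16-357 they shared 120. Over all genes, other splits of the mice gave medians of 23 shared DEGs and 16 in the same direction, so an equal direction alone does not point to genotype.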

CA1 PNs and DGCs had the least overlap, suggesting genotype dependent changes are highly specialized to cell type, while CA3 PNs and DGCs had the highest number of DEGs expressed in both neuronal populations (Figure 3B). This indicates that CA3 and DG neuronal clusters may have more convergent mechanisms of action which requires evaluation through IPA and GO analysis.

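CA1 PNs and DGCs shared 69 DEGs, of which 53 changed in the same direction and 30 were not DEGs in CA3 PNs. CA3 PNs and DGCs shared 207, of which 155 changed in the same direction and 168 were not DEGs in CA1 PNs. Outside the triplicated genes, 21 of 37 shared DEGs of CA1 PNs and DGCs and 96 of 148 of CA3 PNs and DGCs changed in the same direction. For CA1 PNs and DGCs this was 42 of 71 without Ts mouse 16-357, 41 of 64 without 2N mouse 17-21, 9 of 22 without Ts mouse 17-157 and 55 of 113 with no filter. Over all genes, other splits of the mice gave medians of 22 shared DEGs and 16 in the same direction for CA1 PNs and DGCs. For CA3 PNs and DGCs these medians were 36 and 26. A share of equal direction above chance for single genes therefore does not by itself point to genotype. CA3 PNs and DGCs shared the most DEGs under every setting tried and with any 1 mouse left out. CA1 PNs and DGCs shared fewer than CA1 PNs and CA3 PNs in most settings, with exceptions when the CA3 PN library of mouse 15-145 was kept under its Ts label (69 and 59), without Ts mouse 17-192 (75 and 73) and with the CA2 marker covariate chosen after seeing the data (132 and 124). From the overlaps, the paper proposes that genotype changes are specialized to cell type.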

To examine PPIs using DEGs for each neuronal population, STRING in Cytoscape was performed on all DEGs for each region. CA1 PNs had 890 identified protein coding DEGs (of the 947 DEGs), which showed 3,819 total PPIs (Supplementary Figure S3A). These PPIs were then re-examined for the top interactors. STRING was performed on the top 40 PPIs in CA1 PNs with a minimum of 29 PPI partners and indicated a highly interactive PPI network (Figure 3C). CA3 DEGs were examined with 1,482 DEGs identified in STRING, which showed 7,634 total PPIs (Supplementary Figure S3B). The top 38 PPIs with 41 or more PPI partners, showed a closely interacting PPI network, with a highly concentrated cluster of PPI partners at the center of the network (Figure 3D). DGC significant genes (658 protein coding DEGs) showed the fewest interactions (1,705; Supplementary Figure S3C). Interestingly, when the top DEGs were examined in STRING (38 DEGs with 16+ PPI partners), there was a subset of 5 DEGs distinct from the majority of the PPI network (Figure 3E). Only amyloid precursor protein (*App*) is convergently upregulated in all three networks. 

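App lies on chromosome 16 of GRCm39 from 84746573 to 84971126, on the minus strand, within the triplicated segment. In CA3 PNs its level was 3066 ± 129 CPM in Ts and 2064 ± 94.4 in 2N (SD, n = 6 each), in DGCs 1246 ± 57.7 and 752 ± 66.0 (n = 6 each), and in CA1 PNs 2763 ± 129 (n = 5) and 2229 ± 493 (n = 6). The unadjusted p was under 0.05 in each population, with a higher level in Ts. In CA1 PNs the call was lost when 2N mouse 15-145 (LFC 0.29), 2N mouse 15-147 (LFC 0.28) or Ts mouse 17-173 (LFC 0.29) was left out.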

The paucity of convergent top PPIs in the excitatory neuron hippocampal populations examined suggests changes are likely cell type specific within each hippocampal subregion, with each neuronal population having unique drivers of pathology.

### Triplicated DEGs in spatially characterized hippocampal neurons

To determine whether genes triplicated in trisomic mice drive dysregulation in hippocampal neuron populations, DEGs from each neuronal population were queried. To fully comprehend the effect of the Ts triplicated chromosome, HSA21 orthologs as well as the non-homologous triplicated region (Mmu17q1a; orthologous to HSA6) were analyzed in the Ts mouse model. 

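Of the triplicated Mmu16 genes that the study lists as expressed, 62 of 63 were tested in CA1 PNs, 66 of 66 in CA3 PNs and 65 of 65 in DGCs. As 1 value per mouse, the mean log2 CPM was taken over those listed for all 3 populations and tested (60 genes in CA1 PNs, 61 in CA3 PNs and DGCs). In CA3 PNs it was 5.55 ± 0.029 in Ts and 4.96 ± 0.079 in 2N (SD, n = 6 each), a difference of 0.58 (exact permutation test, two-sided, p = 0.00216, the smallest that 6 against 6 mice allow). In DGCs it was 5.80 ± 0.054 in Ts and 5.29 ± 0.075 in 2N, a difference of 0.51 (exact permutation test, p = 0.00216). In CA1 PNs it was 5.71 ± 0.072 in Ts (n = 5) and 5.29 ± 0.26 in 2N (n = 6), a difference of 0.42 (exact permutation test, p = 0.013, where 0.00216 is the smallest possible). The spread in 2N CA1 PNs came mostly from the library labelled 2N of mouse 17-154, whose mean of 5.76 lay within the Ts range, while the CA3 PN and DGC libraries of this mouse stood with the 2N libraries. Without that mouse the difference in CA1 PNs was 0.52 (exact permutation test, p = 0.00794, the smallest possible for 5 against 5). Leaving out the only 2N library within the Ts range fixed this p in advance, so it adds no evidence.

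**Figure D2:**
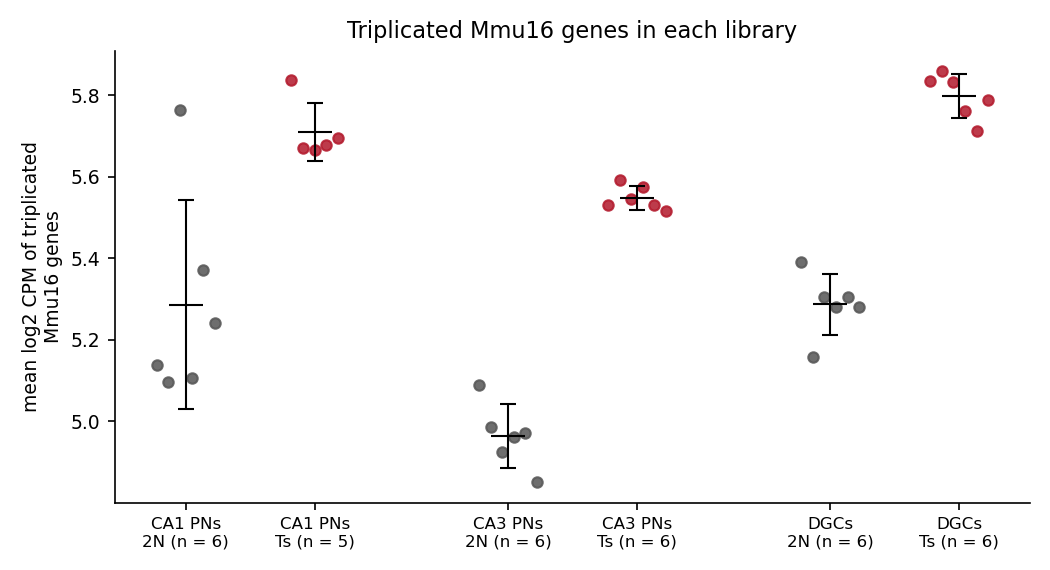
Mean log2 CPM of the triplicated Mmu16 genes (y axis, which does not start at 0) in each library of CA1 PNs, CA3 PNs and DGCs by genotype; each point is 1 mouse and the bars give the mean and SD. Ts and 2N libraries do not overlap in CA3 PNs or DGCs, and in CA1 PNs the library of 2N mouse 17-154 stands at 5.76, among the Ts libraries.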

A significant subset of triplicated genes was both expressed (63 in CA1 PNs, 66 in CA3 PNs, 65 in DGCs: Supplementary Tables S4–S6) and significantly dysregulated in the three hippocampal neuronal populations. Interestingly, CA1 PNs showed the fewest significant triplicated DEGs (27), while CA3 PNs had the most with 51 triplicated DEGs. 

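Among the tested Mmu16 genes, 27 of 62 were DEGs in CA1 PNs (median LFC over all 62 of 0.41) and 51 of 66 in CA3 PNs (median LFC 0.56), all higher in Ts. With an adjusted p over all genes tested under 0.05 there were 0 in CA1 PNs by edgeR (also 0 of the 12286 genes by limma-voom) and 30 in CA3 PNs. The 30 in CA3 PNs became 10 with library 15-145 under its Ts label, and ran from 25 to 31 in the other settings. The 0 in CA1 PNs became 2 without the library labelled 2N of mouse 17-154, 2 with no filter and 2 with 1 surrogate variable. It became 9 with the CA2 marker covariate chosen after seeing the data, and stayed 0 with any other library left out. Adjusted over the list alone there were 18 and 49, which is not independent evidence, since the study chose the lists on these samples. In CA1 PNs the number of DEGs was 37 without that library of 17-154, and with any other library left out it was between 22 and 27.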

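In DGCs, 50 of the 65 tested Mmu16 genes had an unadjusted p under 0.05, all higher in Ts, with a median LFC of 0.56 over the 65. Of these, 24 had an adjusted p over all genes tested under 0.05, and 49 did adjusted over the list alone. The number of DEGs stayed between 45 and 51 with 1 library left out.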

DGCs had 35 DEGs from the HSA21 triplicated region (Figure 3F, left panel). 

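Pcp4 (Purkinje cell protein 4), on chromosome 16 of GRCm39 from 96268806 to 96326997, had 220 ± 29.3 CPM in Ts DGCs and 125 ± 24.6 in 2N (SD, n = 6 each), an LFC of 0.84 (standard error 0.11, adjusted p = 1.34e-05), and every Ts library was above every 2N library. In CA3 PNs Pcp4 had 13.3 ± 11.1 CPM in Ts and 15.9 ± 6.49 in 2N (SD, n = 6 each), an LFC of -0.46 (standard error 0.47, adjusted p = 0.862), with 2 Ts libraries below and 1 above every 2N library. Its unadjusted p in CA3 PNs was under 0.05 with limma-voom (LFC -0.80) and when Ts mouse 16-357 was left out (LFC -0.93). It did not pass the expression filter in CA1 PNs. Of the Mmu16 genes, 26 were DEGs higher in Ts in all 3 populations, and 34 without mouse 17-154.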

Only 1 DEG, Purkinje cell protein 4 (*Pcp4*) was significantly downregulated in CA3 PNs, but upregulated in DGCs, while 18 triplicated DEGs were significantly upregulated by genotype in all three neuronal populations (Figure 3F, left panel). To examine dysregulation of the non-disjunctive region (Mmu17q1a) this chromosomal region was queried for DEGs by genotype in the 3 neuronal populations. Upregulation of 6 DEGs in all three hippocampal neuron populations was observed, along with multiple additional non-disjunctive triplicated DEGs upregulated in one or more of the CA1 PN, CA3 PN, and DGC populations (Figure 3F, right panel). 

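The study lists 20 genes of the Mmu17 segment as expressed in CA1 PNs and 25 each in CA3 PNs and DGCs, and all were tested. Their median LFC was 0.42 in CA1 PNs, 0.60 in CA3 PNs and 0.67 in DGCs, and 19 of 20, 24 of 25 and 24 of 25 were higher in Ts. As a mean over 19 of these genes per library, Ts libraries lay between 5.29 and 5.46 log2 CPM in CA3 PNs and 2N libraries between 4.62 and 4.87. In DGCs the ranges were 5.15 to 5.34 and 4.51 to 4.81. In CA1 PNs, Ts libraries lay between 5.15 and 5.37 and 2N libraries between 4.56 and 4.81, apart from the library labelled 2N of mouse 17-154, at 5.22.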

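From the Mmu17 segment, 9 genes had an unadjusted p under 0.05 in CA1 PNs, 20 in CA3 PNs and 15 in DGCs, all higher in Ts. With an adjusted p over all genes tested under 0.05 the numbers were 0, 8 and 9, and adjusted over the list alone they were 5, 20 and 13. Over all genes, the 0 in CA1 PNs became 1 without 2N mouse 17-154 and 1 with no filter. It became 2 with the CA2 marker covariate chosen after seeing the data. The 8 in CA3 PNs became 1 with library 15-145 under its Ts label and 12 with no filter. The 9 in DGCs became 5 without 2N mouse 17-172 and 6 with limma-voom. In CA1 PNs DESeq2 also called 9 genes of the Mmu17 segment at an unadjusted p under 0.05, and limma-voom 9, with no gene of the genome passing the correction in limma-voom.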

Replicating the orthologs, CA1 PNs had the fewest non-orthologous significant DEGs while CA3 PNs had the largest number of upregulated DEGs from Chr17q1A. This suggests triplication in hippocampal neurons may, in part, drive pathology and behavioral changes seen in DS mice, irrespective of whether it is orthologous or disjunctive.

### Mechanistic circuitry dysfunction beyond the DS triplicated region

While many triplicated gene candidates were dysregulated in these three hippocampal neuronal populations, triplicated DEGs represent a small minority (<5%) of total DEGs for any of the excitatory neuronal populations examined. 

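Triplicated genes of both segments were 36 of 463 DEGs in CA1 PNs (7.78%), 71 of 1237 in CA3 PNs (5.74%) and 65 of 1143 in DGCs (5.69%). Mmu16 genes alone were 5.83%, 4.12% and 4.37%.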

To determine mechanistic pathways driving functional dysregulation in the Ts mouse model, IPA and GO analysis were performed using DEGs from each hippocampal population. Not surprisingly, IPA analysis mimicked the DEGs themselves, exhibiting uniquely dysregulated pathways for the majority of canonical pathways in CA1 PNs, CA3 PNs, and DGCs in trisomic mice (Figure 4A). Where pathways did overlap between CA1 PNs, CA3 PNs and DGCs, the activity was often divergent, indicating differential mechanisms of action (by z-score; Supplementary Tables S7–S9). 

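The study's pathway table lists the genes behind each pathway, and their direction in the edgeR comparison of CA1 PNs is given here without a test, since the study chose the genes on these samples. All 14 genes listed for nonsense-mediated decay were lower in Ts (10 with an unadjusted p under 0.05, median LFC -0.44), as were all 18 for eukaryotic translation initiation (11, median LFC -0.41) and 12 of 13 for translation termination (9 in either direction, median LFC -0.42). For SNARE signaling 7 of 13 were higher (2 with an unadjusted p under 0.05, 1 of these higher and 1 lower, median LFC 0.022), for the citric acid cycle and respiratory electron transport 7 of 8 were higher (1, median LFC 0.11), and for mitochondrial protein import 4 of 6 were higher (2, both lower in Ts, median LFC 0.11). None of these genes had an adjusted p under 0.05.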

Select pathways altered in CA1 PNs included downregulation in nonsense-mediated decay and RNA translation, initiation, and termination, concomitantly with upregulation of SNARE signaling, Tricarboxylic acid and respiratory electron transport, and mitochondrial protein import (Figure 4B). These findings suggest at ~6 MO trisomic CA1 PNs have increased neuronal biogenetic activity. In contrast, CA3 DEGs resulted in upregulation of approximately 80% of the canonical pathways (Supplementary Table S8). 

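In CA3 PNs, 10 of the 11 genes that the study lists for cholesterol biosynthesis were higher in Ts (9 with an unadjusted p under 0.05 and 3 with an adjusted p under 0.05, median LFC 0.43). Taken as a family fixed before the data were examined, 20 cholesterol biosynthesis enzymes had a median LFC of 0.27, with an adjusted p of 1.92e-06 in limma's camera and 0.018 in fry. Of the 20, 8 had an unadjusted p under 0.05, all higher; 3 passed the adjustment over all genes and 6 adjusted over the list alone. For beta-catenin independent WNT signaling 10 of 11 listed genes were higher (6 with an unadjusted p under 0.05, 5 of these higher and 1 lower), and for the myo-inositol hexakisphosphate pathway 4 of 4 (all 4). For insulin processing 5 of 5 were lower (3), and for DNA methylation and transcriptional repression 11 of 13 were lower (5, of which 2 were higher). Of oxidative phosphorylation, 7 subunits encoded in the mitochondrial genome had a median LFC of -0.19 (camera adjusted p = 1.65e-04, fry adjusted p = 0.278) and 79 nuclear subunits one of -0.095 (camera adjusted p = 0.0909, fry adjusted p = 0.535).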

Unique pathways included upregulation of cholesterol pathways, beta-catenin independent WNT signaling, and myo-inositol biosynthesis pathways, while downregulated pathways included oxidative phosphorylation, insulin processing and DNA methylation (Figure 4C). These findings suggest CA3 PNs are selectively undergoing oxidative stress and degeneration (Kang et al., 2023; Bayona-Bafaluy et al., 2021; Lind et al., 2020). DGCs, like CA3 PNs, displayed approximately 70% of neuronal pathways were upregulated (Supplementary Table S9). 

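In DGCs, 5 of the 5 genes that the study lists for amyloid processing were higher in Ts (3 with an unadjusted p under 0.05, median LFC 0.25). For mitochondrial translation 4 of 6 were higher (4 with an unadjusted p under 0.05, 3 of these higher). For nNOS signaling 3 of 5 were lower (3 with an unadjusted p under 0.05, 1 of these higher and 2 lower, median LFC -0.11), and for HIF1α signaling 7 of 12 were lower (5, of which 3 were higher, median LFC -0.13). As a family fixed before the data were examined, 78 mitochondrial ribosomal proteins had a median LFC of -0.037 (camera adjusted p = 0.748, fry adjusted p = 0.846), which turned to 0.0056 with 1 surrogate variable in the model.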

Unique to DGCs, these pathways included neuroprotective pathways such as upregulation of NGF signaling, amyloid processing and mitochondrial translation, with downregulation of nNOS signaling and HIF1α signaling (Figure 4D), suggesting DGCs are exhibiting resilience in trisomic mice.

**Figure 4:**
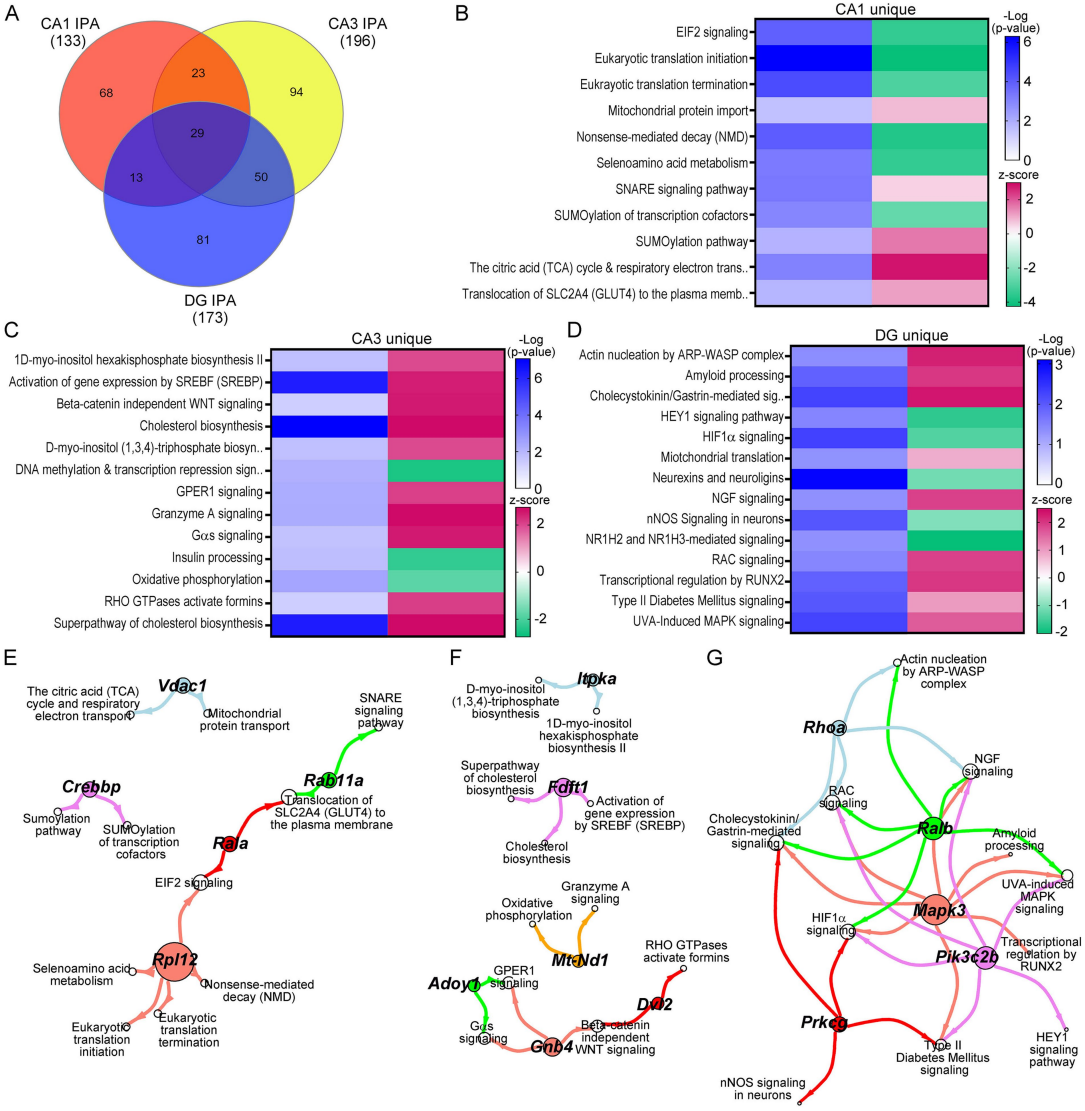
IPA was performed on DEGs for each neuron population. **(A)** Venn diagram indicates a subset of the neuronal pathways overlap between CA1 PNs, CA3 PNs, and DGCs. **(B–D)** Heatmaps of select pathways unique to CA1 PN DEGs **(B)**, CA3 PN DEGs **(C)**, and DGC DEGs **(D)** depict regulation by z-score (upregulated pink, downregulated green), with significance judged using −Log(*p*-value) in shades of blue. **(E–G)** Spiral graphs display top DEGs involved in selected CA1 **(E)**, CA3 **(F)**, and DG **(G)** unique pathways showing little overlap of driver DEGs and select pathways.

To determine if specific DEGs were driving multiple pathways, the select CA1 unique pathways were analyzed for driver DEGs. 

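Of 82 ribosomal protein genes tested in CA1 PNs, 65 had a lower and 17 a higher level in Ts, with a median LFC of -0.22 (adjusted p = 1.37e-08 in camera, which assumes a preset correlation between genes, and 0.278 in fry, which does not). Among them 10 had an unadjusted p under 0.05, all lower, and 0 had an adjusted p under 0.05, over all genes (edgeR) or adjusted over the list alone. The median LFC was -0.17 without TMM and ran from -0.27 to -0.15 with 1 library left out. Ribosomal protein genes have many processed pseudogenes, so their counts are among the uncertain ones. Of the 24 family and population sets tested, 5 had an adjusted p under 0.05 in camera, and of these only the cholesterol biosynthesis enzymes of CA3 PNs did in fry. As many sets were called by camera in 31 of 100 splits of the mice, the real one included, so its p alone is weak evidence.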

CA1 PNs had 12 driver ribosomal DEGs involved in 5 of the select processes. We highlight ribosomal protein L12 (*Rpl12*) as a representative DEG (Figure 4E). 

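Rpl12, on chromosome 2 of GRCm39 from 32851496 to 32855357, had 44.8 ± 13.3 CPM in Ts CA1 PNs (SD, n = 5) and 62.8 ± 16.8 in 2N (n = 6), an LFC of -0.46 (standard error 0.22, adjusted p = 1.00), with 2 of 5 Ts libraries below every 2N library. Its unadjusted p rose to or above the threshold of 0.05 with DESeq2 (LFC -0.47), limma-voom (LFC -0.43), no TMM (LFC -0.42), filterByExpr (LFC -0.47), both diets in the fit (LFC -0.44) and in 8 of the 11 fits that left out a library.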

There was little overlap in the remaining pathways, with unique DEGs linking two pathways, with limited overlap between genes and pathways (Figure 4E). CA3 PNs showed a similar outcome. We note each representative DEG underlies 2+ DEGs for each subset of interacting processes (Figure 4F). DGCs exhibited a more centralized pattern of driver DEGs and dysregulated processes, with three driver DEGs involved in six or more of the DG unique pathways, with the two other driver DEGs involved in fewer (4) dysregulated pathways (Figure 4G).

A total of 29 pathways were dysregulated in all three cell types (<25%), when canonical neuronal pathways were interrogated (Figure 5A). To determine activation status, pathways were broken down into convergent (all three upregulated or downregulated by z-score), or divergent, (z-score activation indicating upregulation and downregulation dependent on the cell type). The majority of pathways were divergent in CA1 PNs, CA3 PNs, and DGCs. However, neuroinflammation and PPARα/RXRα activation were convergently upregulated in all three (Figure 5B). 

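Of the genes listed for neuroinflammation, 11 of 19 tested were higher in Ts in CA1 PNs (median LFC 0.20), 10 of 27 in CA3 PNs (median LFC -0.080) and 9 of 18 in DGCs (median LFC 0.001). Of those listed for PPARα/RXRα activation, 5 of 15 were higher in CA1 PNs (median LFC -0.19), 11 of 20 in CA3 PNs (median LFC 0.12) and 6 of 10 in DGCs (median LFC 0.16). IPA's z-score also uses the effect it expects of each gene on the pathway, so the direction of the genes need not be that of the z-score.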

Dependent on the pairwise comparison, the divergent overlapping pathways could be considered both convergent and divergent, including mitochondrial dysfunction, which was upregulated in CA1 and CA3 PNs and downregulated in DGCs, GABAergic receptor signaling, which was uniquely downregulated in CA3 PNs while upregulated in CA1 PNs and DGCs, and autophagy which was downregulated in CA1 PNs but upregulated in CA3 PNs and DGCs (Figure 5B).

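Of the genes listed for mitochondrial dysfunction, 10 of 23 tested were higher in Ts in CA1 PNs and 10 of 20 in DGCs. For GABAergic receptor signaling 7 of 11 were higher in CA1 PNs (median LFC 0.13), 11 of 21 in CA3 PNs (median LFC 0.15) and 6 of 10 in DGCs (median LFC 0.27). For autophagy 6 of 13 were higher in CA1 PNs (median LFC -0.12), 12 of 22 in CA3 PNs (median LFC 0.11) and 7 of 12 in DGCs (median LFC 0.17).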

**Figure 5:**
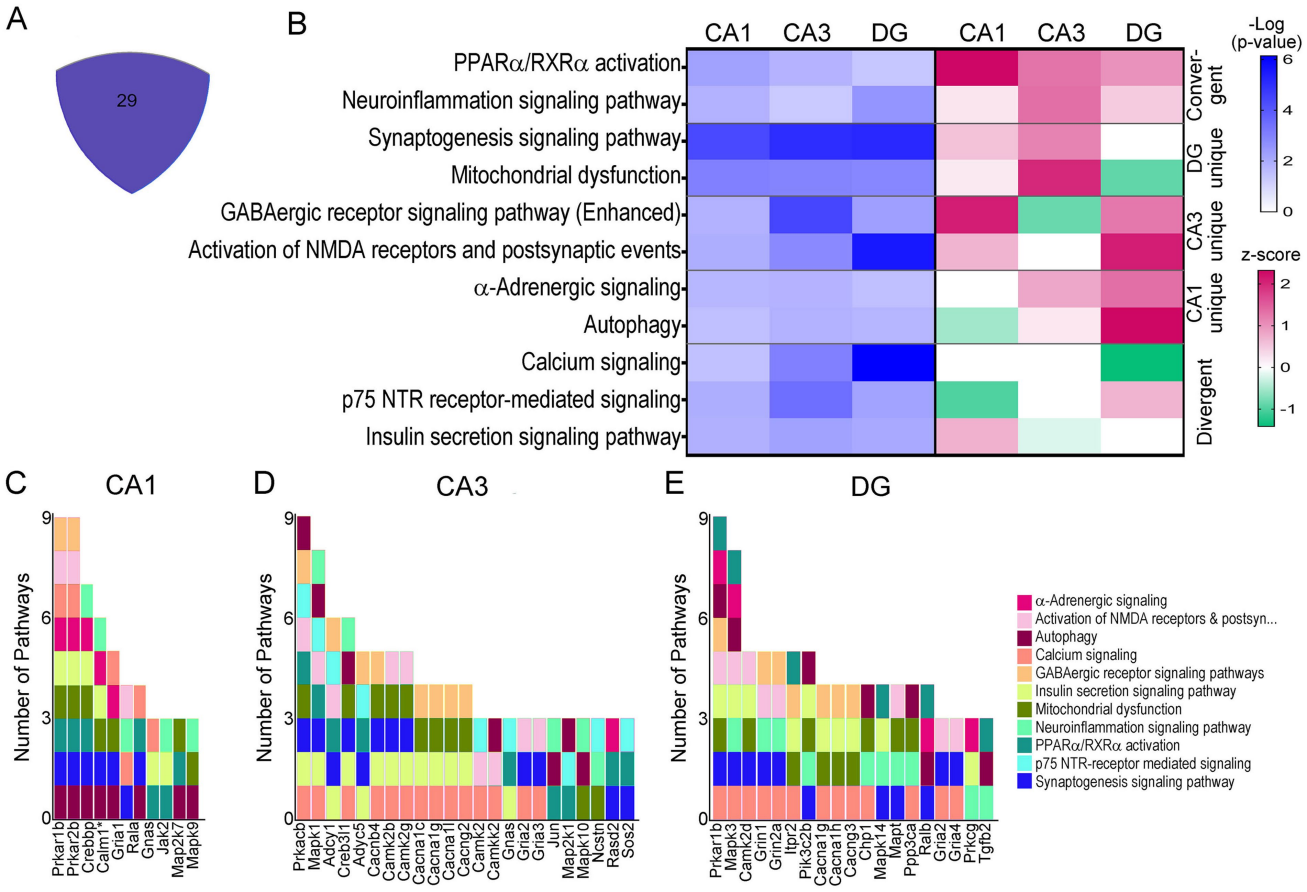
IPA pathways dysregulated in all three neuronal populations. **(A)** Central area of Venn diagram (Figure 4A) highlights the 29 convergently dysregulated pathways. **(B)** In selected overlapping pathways, −Log *p*-value shows significant dysregulation of the convergent pathways by activation score (z-score, pink = upregulation; green = downregulation) **(C–E)** Stacked bar charts show CA1 PN DEGs **(C)**, CA3 PN DEGs **(D)**, and DGC DEGs **(E)** involved in overlapping pathways on the *x*-axis of a bar chart with the *y*-axis linking pathways involved to each DEG. * includes others in CA1 PNs (per the IPA program).

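For calcium signaling, the genes listed by the study were higher in Ts for 4 of 13 tested in CA1 PNs (median LFC -0.19), 14 of 25 in CA3 PNs (median LFC 0.13) and 8 of 21 in DGCs (median LFC -0.15). An unadjusted p under 0.05 was reached by 4, 17 and 15 of them, and an adjusted p under 0.05 by 0, 3 and 3 (edgeR).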

Pathways indicating unique activation status for all three hippocampal neuronal populations included calcium signaling, which had z-scores of zero for both CA1 and CA3 PNs, indicating there was no clear upregulation or downregulation, but z-scores indicated this pathway was downregulated in DGCs. Similarly, p75^NTR^ receptor signaling showed a z-score indicating downregulation of this pathway in CA1 PNs, no clear activity pattern in CA3 PNs (z-score of 0), and upregulation in DGCs (Figure 5B). 

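The genes listed for p75 NTR receptor signaling were higher in Ts for 1 of 9 in CA1 PNs (median LFC -0.19), 8 of 16 in CA3 PNs (median LFC -0.014) and 5 of 8 in DGCs (median LFC 0.36), and 2, 8 and 6 of them had an unadjusted p under 0.05.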

To determine whether DEGs themselves reflect why these activation scores are so diverse, driver DEGs were examined. Each neuronal population was examined for drivers of these overlapping pathways (Figure 5B), in many cases this was caused by a unique subunit or isoform dysregulation in trisomic mice. CA1 PNs (Figure 5C), CA3 PNs (Figure 5D), and DGCs (Figure 5E) each display unique genes driving the same dysregulated pathways selected from 29 overlapping pathways. A few DEGs overlapped, including guanine nucleotide binding protein, alpha stimulating (*Gnas*), which was upregulated in CA1 and CA3 PNs, but not significantly in DGCs. 

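Gnas, on chromosome 2 of GRCm39 from 174126022 to 174188537, had 653 ± 184.4 CPM in Ts CA1 PNs (SD, n = 5) and 653 ± 223 in 2N (n = 6), an LFC of 0.0009 (standard error 0.22). Its sign in CA1 PNs turned with 6 of the 11 libraries left out, from an LFC of -0.18 without Ts mouse 16-357 to 0.21 without 2N mouse 17-21. In CA3 PNs it had 1024 ± 49.9 CPM in Ts and 942 ± 69.9 in 2N (SD, n = 6 each), an LFC of 0.12 (standard error 0.056, adjusted p = 0.488) with an unadjusted p under 0.05, which was lost with no filter (LFC 0.12), with 1 surrogate variable (LFC 0.11), with both diets in the fit (LFC 0.12) and without 2N mouse 15-145 (LFC 0.10), 17-21 (LFC 0.094) or 17-56 (LFC 0.11) or Ts mouse 17-173 (LFC 0.11) or 17-192 (LFC 0.094). It was also lost with the CA3 PN library of mouse 15-145 under its Ts label (LFC 0.073). In DGCs the LFC was 0.088 (standard error 0.069, adjusted p = 0.807).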

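Gria2 encodes an AMPA receptor subunit and lies on chromosome 3 of GRCm39 from 80588757 to 80710538. It had 1506 ± 103 CPM in Ts DGCs and 1718 ± 186 in 2N (SD, n = 6 each), an LFC of -0.19 (standard error 0.059, adjusted p = 0.183) with an unadjusted p under 0.05, which held with any 1 library left out. In CA3 PNs it had 1151 ± 74.1 CPM in Ts and 1227 ± 97.6 in 2N, an LFC of -0.091 (standard error 0.057, adjusted p = 0.677), and its unadjusted p was under 0.05 only without 2N mouse 15-147 (LFC -0.12). For Gria2 in CA1 PNs the LFC was 0.012 (standard error 0.16), and its sign turned with 1 surrogate variable (LFC -0.063), without 2N mouse 17-21 (LFC -0.095) and without Ts mouse 17-157 (LFC -0.0096) or 17-173 (LFC -0.050).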

*Gria2* is downregulated in CA3 PNs and DGCs but is not significantly in CA1 PNs.

### Neurological Disesae and Functional analysis via IPA reveals molecular phenotypes of unique hippocampal neuron populations

Analysis of D/Fs in IPA was restricted to neurological and cellular D/Fs, which revealed behavioral processes and underlying cellular mechanisms both unique and convergently dysregulated in trisomic hippocampal neuronal populations. Activation z-scores are based on DEGs in the pathway and the reported effect this dysregulation has on the activity of the specific D/F, as determined by the IPA program. Similar to the canonical pathways, many D/Fs were uniquely dysregulated based on the DEG expression, as determined by IPA analysis. Several key behavioral and cellular functions were also dysregulated in all three hippocampal neuron subtypes, including downregulation of learning and LTP and upregulation of progressive neurological disorder (Figure 6A; Supplementary Tables S10–S12). Interestingly, spatial memory was uniquely upregulated in 6 MO trisomic CA1 PNs and downregulated in CA3 PNs and DGCs. Conversely, the D/F termed “memory” was downregulated in CA1 PNs and CA3 PNs and moderately upregulated in DGCs (Figure 6A). Several other D/Fs were only significantly dysregulated in one cell type, including downregulation of autophagy and upregulation of fission of mitochondria in CA1 PNs (Figure 6B; Supplementary Table S10). Trisomic CA3 PNs displayed unique upregulation of amyloidosis and synthesis of cholesterol and downregulation of cued conditioning and repression of RNA (Figure 6C; Supplementary Table S11). DGCs uniquely displayed downregulation of nociception and upregulation of startle response and aggregation of mitochondria (Figure 6D; Supplementary Table S12).

**Figure 6:**
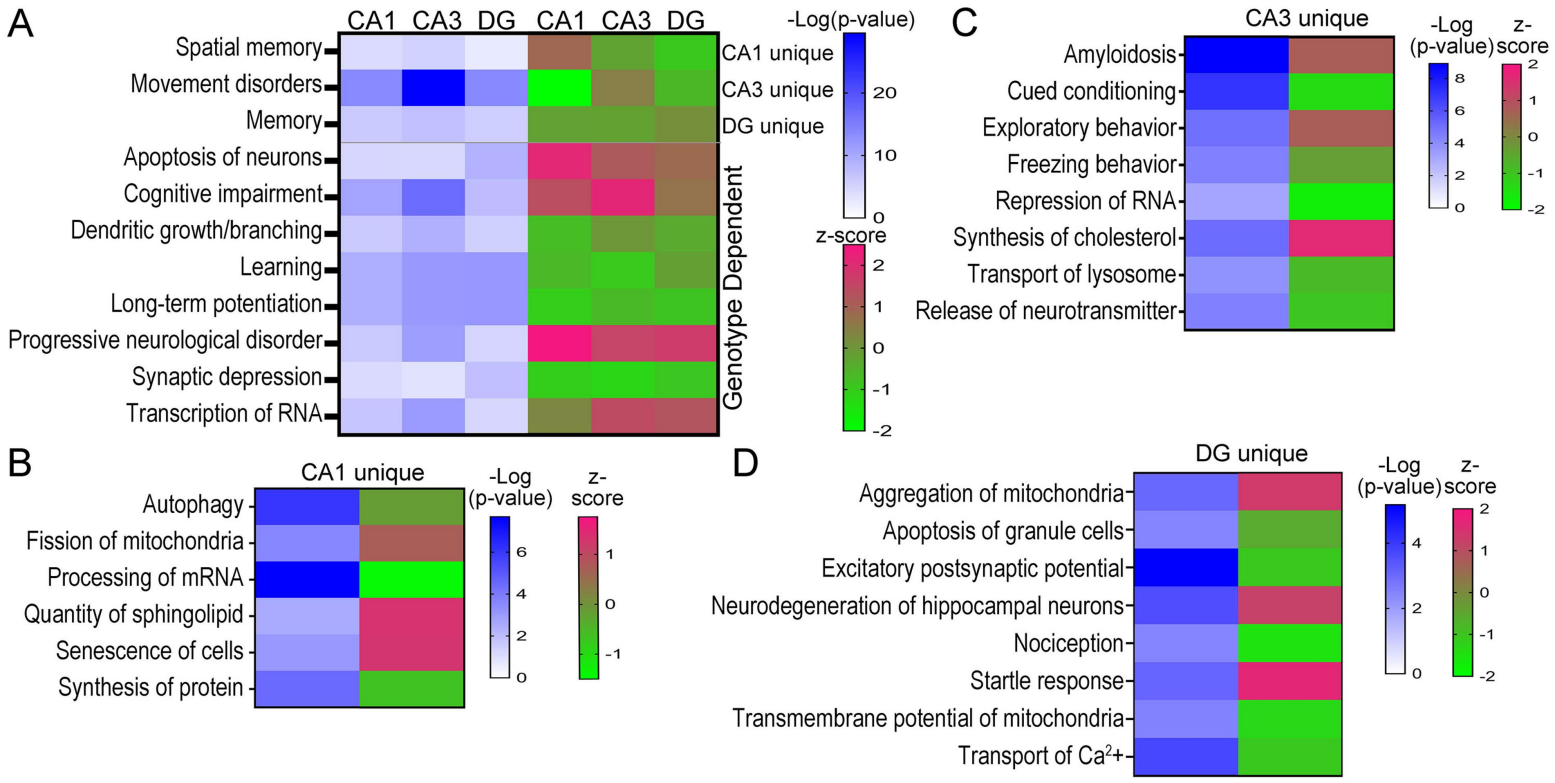
D/Fs in the three hippocampal populations showed neurological deficits in trisomic mice. **(A)** Heatmaps illustrate D/Fs dysregulated in all three neuron populations with significance in shades of blue and activation in shades of pink (upregulated) and green (downregulated). **(B–D)** Select CA1 **(B)**, CA3 **(C)**, and DG **(D)** unique D/Fs are shown by a heatmap indicating significance and activation.

### GO analysis confirms dysregulation is hippocampal cell-type specific

GO processes, including biological processes, cellular components and molecular functions were analyzed in CA1 PNs, CA3 PNs and DGCs by genotype. Dysfunctional processes were binned into 14 categories (Supplementary Figure S4; Supplementary Tables S13–S15) and analyzed for overlapping or unique processes (Figure 7). CA1 PNs exhibited limited overlap of dysregulated processes with DGCs (7% of total CA1, 8% of total DGCs). In contrast, CA3 PNs showed a higher percentage of overlapping dysregulated processes with DGCs (17% of total CA3 and 25% of total DGCs). DGCs had the most overlapping dysregulated processes (36% of total DGCs), coinciding with the fewest unique dysregulated processes by genotype (31% of total DGCs). Dysregulated trisomic CA1 PNs processes overlapped ~3.5 times more with CA3 PNs than with DGCs. CA3 PNs showed similar percentages of overlap with DGCs or CA1 PNs, although trisomic CA3 PNs had the most unique dysregulated processes. Like IPA, GO analysis indicated a significant minority (31–39%) of dysregulated processes were completely excitatory cell type specific. IPA and GO analysis results in many more pathways and processes driving pathological changes by genotype, while DGC mechanisms appear to be more disparate, suggesting trisomic CA1 and CA3 PNs may drive hippocampal dysregulation concomitantly.

**Figure 7:**
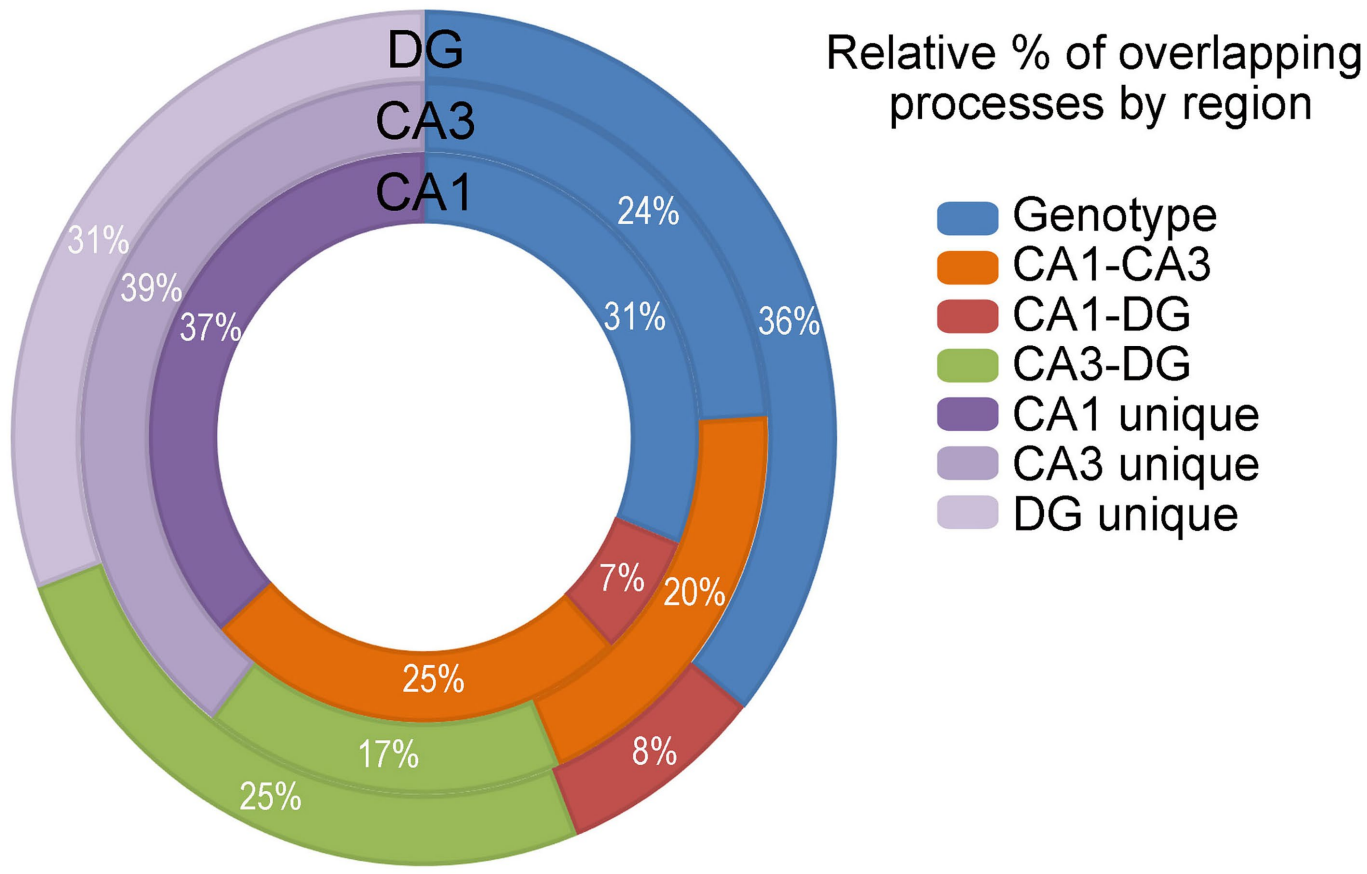
GO analysis was performed and analyzed in the DGCs (outer circle), CA3 PNs (middle circle) and CA1 PNs (inner circle) by genotype (blue), CA1-CA3 overlapping processes (orange), CA1-DG overlapping processes (red), CA3-DG overlapping processes (green), and cell type unique processes (shades of purple). Activation is not accessible in GO analysis. Overlapping processes are assessed and presented.

### Protein validation of APP and DYRK1A dysregulation

Two triplicated DEGs were interrogated for protein expression, namely APP and DYRK1A. Both were upregulated in all three hippocampal cell types. 

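App and Dyrk1a had an unadjusted p under 0.05 with a higher level in Ts in each population. Over all genes tested, the adjusted p of App was 5.93e-12 in CA3 PNs, 6e-14 in DGCs and 1.00 in CA1 PNs. In CA3 PNs and DGCs 6 of 6 Ts libraries were above every 2N library, and in CA1 PNs 0 of 5 were, since the library labelled 2N of mouse 17-154 had 3210 CPM of App. For Dyrk1a, 5 of 5 Ts libraries in CA1 PNs, 6 of 6 in CA3 PNs and 5 of 6 in DGCs were above every 2N library.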

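The LFC of App was 0.31 (standard error 0.13) in CA1 PNs, 0.57 (standard error 0.047) in CA3 PNs and 0.73 (standard error 0.060) in DGCs. In a model of all 35 libraries, the LFC of CA1 PNs differed from that of CA3 PNs by -0.24 (standard error 0.11, unadjusted p = 0.0391, adjusted p = 1.00), and from that of DGCs by -0.41 (standard error 0.11, unadjusted p = 5.88e-04, adjusted p = 0.639), while CA3 PNs differed from DGCs by -0.17 (standard error 0.11, unadjusted p = 0.122, adjusted p = 0.98). With mice as blocks the unadjusted p were 0.0380, 4.73e-04 and 0.107. The 2 differences of CA1 PNs thus had an unadjusted p under 0.05, and neither passed the correction over all 17853 genes. Without the library labelled 2N of mouse 17-154 the LFC in CA1 PNs was 0.44 (adjusted p = 0.304, which ran from 0.304 to 1.00 with any 1 library left out). The differences between populations were not tested again without that library. With dams on the choline-supplemented diet, the LFC of App was 0.62 in CA1 PNs, 0.47 in CA3 PNs and 0.66 in DGCs. A smaller LFC in CA1 PNs than in CA3 PNs was thus not seen there.

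**Figure D3:**
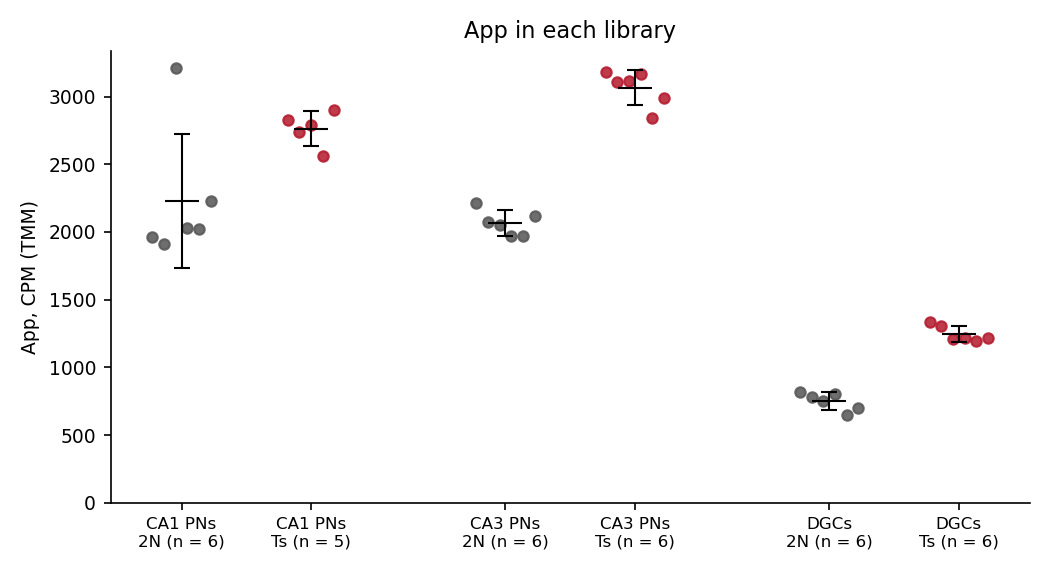
App in CPM (y axis, from 0) in each library of CA1 PNs, CA3 PNs and DGCs by genotype; each point is 1 mouse and the bars give the mean and SD. The 2N CA1 PN libraries spread most, because the library of mouse 17-154 stands at 3210 CPM.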

*App* displayed varied LFCs with CA1 PNs showing the smallest LFC (Supplementary Table S1, LFC = 0.271), while CA3 PNs and DGCs exhibited larger LFCs (Supplementary Tables S2, S3; LFC of 0.621 and 0.736 respectively). 

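Dyrk1a, on chromosome 16 of GRCm39 from 94369804 to 94496380, had 181 ± 14.9 CPM in Ts CA1 PNs (SD, n = 5) and 122.7 ± 23.9 in 2N (n = 6), an LFC of 0.56 (standard error 0.14, adjusted p = 1.00). In CA3 PNs it had 159 ± 16.9 and 112 ± 5.59 CPM (SD, n = 6 each), an LFC of 0.50 (standard error 0.086, adjusted p = 3.41e-04), and in DGCs 232 ± 13.0 and 178 ± 22.6 CPM, an LFC of 0.38 (standard error 0.085, adjusted p = 0.0101, which ran from 0.00263 to 0.0597 with 1 library left out, the highest without 2N mouse 17-172). The LFC differed between populations by 0.078 (CA1 PNs and CA3 PNs), 0.18 (CA1 PNs and DGCs) and 0.098 (CA3 PNs and DGCs), with adjusted p of 1.00, 0.974 and 1.00.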

*Dyrk1a*, however, had similar LFCs across all three cell types (LFC range 0.392–0.541; Supplementary Tables S1–S3). At the protein level, APP replicated this pattern with a smaller, but significant, increase in protein expression (~1.59 fold) in CA1 sector enriched tissue (Figure 8A). The CA3 sector + DG enriched dissection also showed significantly increased APP expression by genotype (~1.8-fold, Figure 8A). Regional differences were not seen in APP expression for 2N mice. However, trisomic mice showed significant regional upregulation in the CA3 sector + DG dissection versus the CA1 sector (Figure 8A). *β*-CTF fragments did not reach statistical significance in either the CA1 sector or CA3 sector + DG dissection (Figure 8B). Similar to APP, the CA3 sector + DG dissection displayed a trend for higher expression of β-CTF compared to the CA1 sector in both 2N (*p* = 0.072) and Ts (*p* = 0.066; Figure 8). DYRK1A showed high variability in the CA1 sector, resulting in no significant difference in protein expression by genotype. Significant upregulation of DYRK1A was observed in the CA3 sector + DG dissection in trisomic mice (Figure 8). No significant differences were seen between the CA1 sector and the CA3 sector + DG dissection in 2N mice. Similar to APP protein expression, DYRK1A exhibited lower expression in the CA1 sector compared to the CA3 sector + DG dissection in trisomic mice (Figure 8, *p* < 0.0031). The protein assays were conducted in subregional dissections containing admixed cell types. Results show elevated APP expression suggesting expression increases in both neuronal and non-neuronal (e.g., astrocyte and/or microglia) populations which has been previously seen after neuronal damage (Zhao et al., 2011). However, DYRK1A protein expression increases are partially masked, which may suggest DYRK1A expression is neuron specific, as previously described in postmortem human tissue (Wegiel et al., 2004). Overall, triplicated protein expression appears to mimic alterations in RNA expression in the trisomic model.

**Figure 8:**
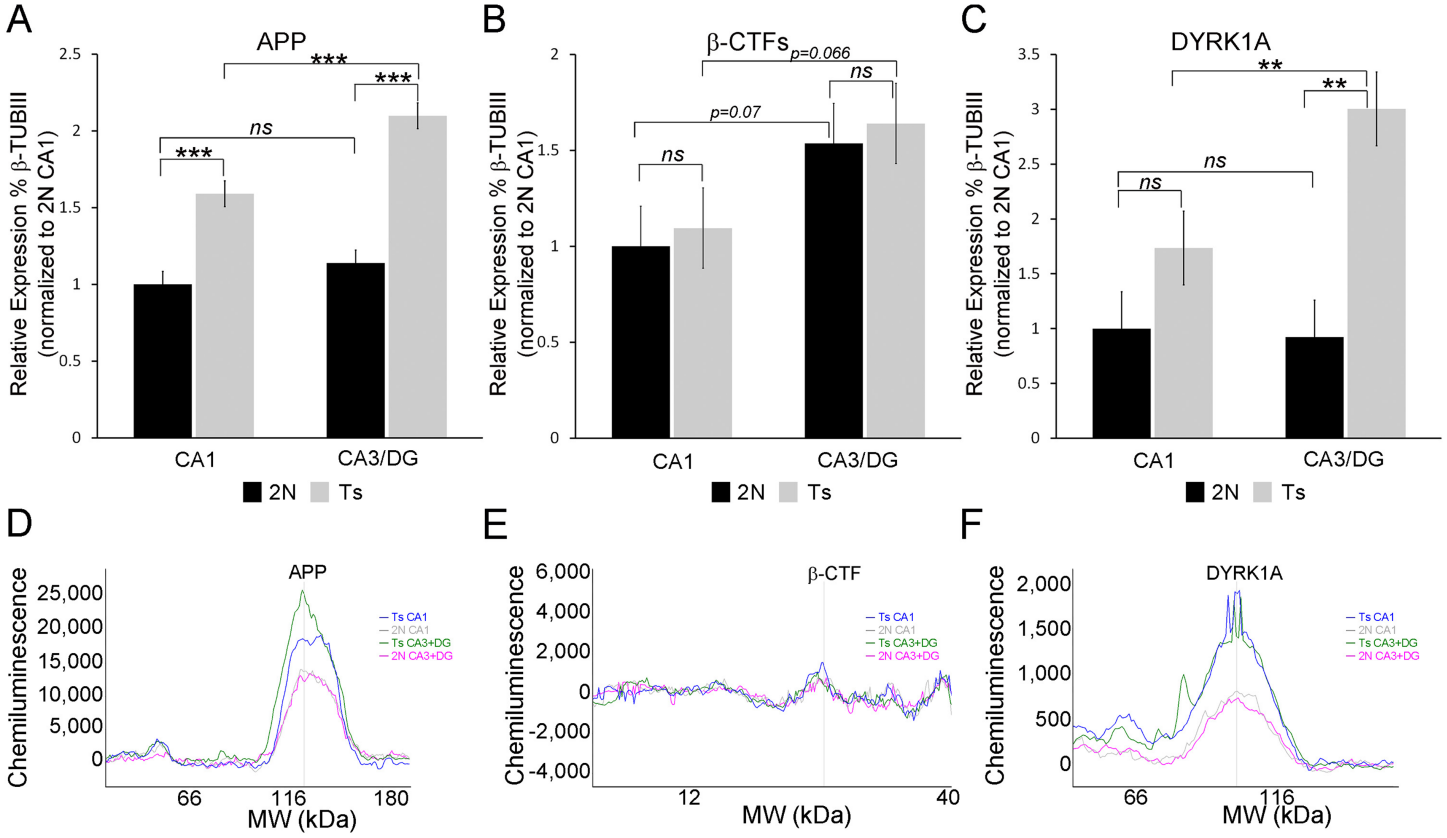
Protein validation was performed on CA1 sector and CA3 sector + DG enriched tissue from the same mice utilized for single population RNA-seq, with the exception of one novel age matched 2N brain as described in the methods **(A)**. APP is upregulated in Ts compared to 2N in both the CA1 sector and CA3 sector + DG enriched dissection. 2N mice showed no difference in expression between regions, while Ts mice showed significant upregulation in CA3 sector + DG compared to CA1. **(B)** β-CTF levels were not significantly different by genotype. A trend level upregulation was found comparing the CA1 sector to CA3 sector + DG enriched dissection. **(C)** DYRK1A expression was not significantly different in the CA1 sector. Significant upregulation was found by genotype in the CA3 sector + DG enriched dissection. Upregulation of DYRK1A expression was also observed in the CA3 sector + DG enriched dissection compared to the CA1 sector in trisomic mice. Proteins were assessed relative to 2N β-TubIII levels and normalized to mean 2N CA1 sector expression. **(D–F)** Representative traces of WES analysis for Ts CA1 (blue), 2N CA1 (grey), Ts CA3 + DG (green), and 2N CA3 + DG (pink) are shown for APP **(D)**, β -CTFs **(E)**, and DYRK1A **(F)**. Key: ***p < 0.001, **p < 0.01, trend levels were presented as *p*-values; ns, not significant.

## Discussion

RNA-seq analysis of Ts65Dn mice in three hippocampal excitatory neuronal populations resulted in unique differences in gene expression in CA1 PNs, CA3 PNs, and DGCs. CA3 PNs showed the most profound dysregulation, with more DEGs (Figure 2; Supplementary Table S2), resulting in higher numbers of dysregulated canonical pathways and processes by genotype (Supplementary Tables S8, S11, S14). 

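In CA3 PNs the 10 AMPA and NMDA receptor subunit genes tested had a median LFC of -0.031 (camera adjusted p = 0.514, fry adjusted p = 0.595), with 2 at an unadjusted p under 0.05, both lower in Ts. Their median turned to 0.019 without 2N mouse 17-154, and their mean LFC of -0.027 to 0.017 with 1 surrogate variable in the model, 0.0029 without 17-154 and 0.019 without 2N mouse 17-56. The 11 GABA-A receptor subunit genes tested had a median LFC of -0.091 (camera adjusted p = 0.671, fry adjusted p = 0.649), with 1 at an unadjusted p under 0.05, higher in Ts. Neither list had a gene with an adjusted p under 0.05, over all genes (edgeR) or adjusted over the list alone. For NMDA receptors and GABAergic signaling the paper refers to pathway scores, which are another measure. The AMPA and NMDA list pools both kinds of receptor, so it does not test a change specific to NMDA receptors.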

Transcriptomic data corroborates previous studies showing dysregulation of CA3 mEPSCs in the Ts65Dn mouse model (Hanson et al., 2007; Stagni et al., 2013), with transcriptomic analysis indicating specific upregulation of NMDA receptors and downregulation of GABAergic signaling (Figure 5B). However, to date no studies replicated this excitatory effect in CA1 PNs or DGCs. 

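Across the 3 populations, genes of the Mmu16 list were higher in Ts for 60 of 62 in CA1 PNs, 63 of 66 in CA3 PNs and 63 of 65 in DGCs. Their LFCs ran from -0.47 to 0.89 in CA1 PNs, from -0.52 to 1.27 in CA3 PNs and from -0.30 to 1.17 in DGCs. Triplicated genes of both segments were 32 of the DEGs shared by CA1 PNs and DGCs and 59 of those shared by CA3 PNs and DGCs.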

Upregulation of HSA21 orthologs as well as non-homologous triplication of Mmu17 genes were seen in all three neuronal populations, with unique as well as convergent dysregulation of a subset of the triplicated region (Figure 3F). Thus, our in-depth analysis of CA1 PNs, CA3 PNs, and DGCs by genotype resulted in key transcriptomic differences associated with signaling and circuitry alterations in this DS/AD model.

To determine the effect of triplication on gene expression throughout the hippocampal excitatory neuron network, DEGs for each neuronal type were examined for HSA21 orthologs. Increased expression in one or more neuronal populations was seen for a significant subset of the triplicated orthologs, as seen previously (Sierra et al., 2024). 

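Of the 36 genes that were DEGs in the same direction in CA1 PNs, CA3 PNs and DGCs, 26 were Mmu16 orthologs and 6 lay in the Mmu17 segment, all higher in Ts. App and Dyrk1a were among them.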

Interestingly, half of the 31 convergent DEGs in the three hippocampal cell types (Figure 3B) were HSA21 orthologs (Figure 3F). This included *App* and *Dyrk1a,* which were further examined for protein expression. Previous studies using trisomic mouse hemibrains found disomic APP levels were maintained until ~8 MO (Choi et al., 2009), while microarray analysis revealed upregulation of *App* CA1 PNs in older (10+ MO) but not 6 MO Ts65Dn mice (Alldred et al., 2015b; Alldred et al., 2015a). These prior studies suggest hippocampal APP protein levels are increased at an earlier timepoint than the rest of the brain. Although these findings were not observed by microarray analysis (Alldred et al., 2015a), the higher sensitivity of RNA-seq based assays allows for the statistically significant identification of small increases, as seen in a recent single nucleus RNA-seq analysis (Sierra et al., 2024). However, clinical trials with treatments (e.g., immunotherapies) targeting Aβ have equivocal results in regard to cognitive benefits in AD dementia (Solopova et al., 2023; Ebell et al., 2024; Digma et al., 2024). We postulate the mechanisms driving DS/AD pathology result from additional factors beyond APP triplication (Mufson et al., 2021; Alldred et al., 2024b; Alldred et al., 2024a). In this regard, intellectual disabilities, linked to hippocampal *Dyrk1a* overexpression, are ameliorated when *Dyrk1a* expression is reduced in DS mouse models (Altafaj et al., 2013; Dowjat et al., 2007; Feki and Hibaoui, 2018). Significant DYRK1A encoded protein upregulation was seen in the CA3 sector + DG tissue, along with increased RNA expression seen in all three hippocampal neuronal populations. We postulate the DYRK1A protein is upregulated in neurons throughout the hippocampus and is causal to memory impairments. Support comes from studies that show adult human neurons exhibit higher expression levels of DYRK1A compared to relatively low expression levels in glial populations in normal postmortem brain tissue (Wegiel et al., 2004). Moreover, DYRK1A expression is upregulated within excitatory cortical PNs of individuals with DS (Alldred et al., 2024b).

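The number of Mmu17 genes among the DEGs changed in the same direction in CA1 PNs, CA3 PNs and DGCs was 5 with DESeq2 and with filterByExpr, 6 with limma-voom, 7 without TMM, with 1 surrogate variable and with both diets in the fit, and 8 with no filter, and leaving out 1 mouse gave 3 to 7, the lowest without 2N mouse 17-172.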

We noted 5 of the 31 convergent DEGs were HSA6 orthologs, homologous to the non-disjunctive triplicated region of Mmu17, fragment 1A (Chr17q1A; Figure 3F; Duchon et al., 2011), indicating off target upregulation is also seen in these hippocampal neurons. However, while a large subset of triplicated DEGs were identified from each neuronal subtype, accounting for the majority of convergent DEGs overall, these DEGs represent a minor fraction of the total dysregulation observed in trisomic neurons, thus we concentrated on studying gene expression beyond triplicated HSA21 orthologs.

To examine genotype and circuitry effects on cellular mechanisms, DEGs were examined using IPA and GO analysis. Many pathways and processes overlapped between neuronal populations. However, unique gene expression changes often underlie these dysregulated pathways in trisomic mice, with alternative subunits or isoforms dysregulated in each neuronal population. For example, the top genes dysregulated in 9 convergent IPA pathways in trisomic CA1 PNs were protein kinase cAMP-dependent type I regulatory subunit beta (*Prkar1b*; Figure 5C) and protein kinase cAMP-dependent type II regulatory subunit beta (*Prkar2b*; Figure 5C), while in the CA3 PNs, the top gene dysregulated in those same 9 pathways was protein kinase cAMP-activated catalytic subunit beta (*Prkacb*; Figure 5D). 

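In CA1 PNs, Prkar1b had 400.0 ± 22.4 CPM in Ts (SD, n = 5) and 343 ± 32.9 in 2N (n = 6), an LFC of 0.22 (standard error 0.10, adjusted p = 1.00). Its unadjusted p was under 0.05 and rose above it with no filter (LFC 0.23) and in 7 of the 11 fits that left out a library. Prkar2b had 5.42 ± 1.80 CPM in Ts and 10.7 ± 3.47 in 2N, an LFC of -1.01 (standard error 0.34, adjusted p = 1.00). In CA3 PNs, Prkacb had 157 ± 20.1 CPM in Ts and 109 ± 14.7 in 2N (SD, n = 6 each), an LFC of 0.52 (standard error 0.095, adjusted p = 7.51e-04), with 6 of 6 Ts libraries above every 2N library. The LFC of Prkacb in CA1 PNs was 0.21 (standard error 0.19, adjusted p = 1.00), and those of Prkar1b and Prkar2b in CA3 PNs were 0.016 and 0.063. In DGCs, Prkar1b had an LFC of 0.37 (standard error 0.089, adjusted p = 0.0284, which ran from 0.00699 to 0.138 with 1 library left out and was not under 0.05 without Ts mouse 16-357 or 16-490 or 2N mouse 15-147, 17-154, 17-21 or 17-56).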

Subunit specificity of the protein kinase A (PKA) holoenzyme modulates subcellular targeting and PKA functional specificity (Omar and Scott, 2020). This suggests secondary regulation is highly specialized in each trisomic hippocampal neuron population, each with their own intrinsic vulnerabilities. This example is one of many DEGs displaying subunit specificity for common pathways dysregulated based on the spatial localization and circuitry differences from excitatory hippocampal neurons. We postulate dysregulation of cellular mechanisms is dependent on innervation and circuitry activation in the hippocampus, especially from the perforant path and BFCNs, driving unique behavioral alterations and neurological functions (Mufson et al., 2016; Ginsberg, 2010; Ginsberg et al., 2006; Alldred et al., 2024a; Alldred et al., 2023; Alldred et al., 2021c).

IPA analysis revealed many D/Fs were population specific. CA1 PNs showed upregulation of spatial memory, while CA3 PNs and DGCs DEGs resulted in downregulation of this pathway by genotype (Figure 6A), indicating gene expression alterations are compensatory for spatial memory functions within CA1 PNs. Although CA1 PNs are thought to drive spatial memory and consolidation of spatial memory as part of the septohippocampal circuit (Ash et al., 2014; Velazquez et al., 2013; Al-Onaizi et al., 2017; Perez-Cruz et al., 2011), increased cholinergic tone in Ts65Dn mice by ~7–8 MO has also been suggested to be a compensatory mechanism for the progressive increase in dysfunction similar to prodromal AD (Kelley et al., 2016). BFCN innervation to the CA1 sector may preserve or compensate for degeneration at this younger age. Together, we postulate connectivity-based alterations in the septohippocampal circuit drive memory, specifically spatial memory alterations, associated with CA1 neurons, which is preserved early, but ultimately is lost during the progression of BFCN degeneration in trisomic mice (Alldred et al., 2021c).

We link unique pathways and processes significantly dysregulated in CA1 PNs, CA3 PNs, and DGCs to previous behavioral assessments. IPA predicts DEGs in CA3 PNs will drive increased exploratory behavior, which coincides with increased amyloidosis (Figure 6), suggesting CA3 PNs are degenerating, as trisomic mice have previously been shown to have impaired fear conditioning by 4–6 MO (Costa et al., 2008). Fear conditioning is partially rescued by the NMDA receptor antagonist, memantine, by increasing activity of excitatory neurons (Costa et al., 2008). This corroborates the link between impaired excitatory CA3 PNs and behavioral deficits previously seen in trisomic mice. IPA and GO analyses reveal CA3 PNs have a robust degenerative phenotype, with DEGs and memory-related processes downregulated, suggesting CA3 PNs are significantly impaired at this early timepoint. DGCs display decreases in excitatory postsynaptic potential (Figure 7D). Previous studies suggest this decrease is due to overinhibition driven by inhibitory neuron signaling within the DG (Kleschevnikov et al., 2004; Kleschevnikov et al., 2012b). However, DEGs identified in the D/F “Excitatory postsynaptic potential” were heavily linked to dsyregulation of AMPA/NMDA receptor subunits (Supplementary Table S12), as expected when exclusively profiling excitatory neuron populations. 

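In DGCs the 10 AMPA and NMDA receptor subunit genes tested had a median LFC of -0.083 (camera adjusted p = 0.215, fry adjusted p = 0.191). Of these, 3 had an unadjusted p under 0.05, 1 higher and 2 lower in Ts, none passed the adjustment over all genes tested (edgeR), and 2 did adjusted over the list alone.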

Further, trisomic mice exhibited genotype dependent decreased LTP (Figure 6A) in all three excitatory neuron populations. Decreased LTP has been associated with an excitatory/inhibitory imbalance (Kleschevnikov et al., 2012b; Kleschevnikov et al., 2004; Costa and Grybko, 2005; Chakrabarti et al., 2010). We posit that both excitatory and inhibitory neurons have dysfunctional gene expression changes that cumulate in mechanistic alterations of cellular functions, which underlie degeneration in this well-established DS/AD model. Further study of trisomic inhibitory neurons is required to corroborate these findings.

Molecular hallmarks of the DS degenerative phenotype are seen in Ts65Dn mice, with profound deficits within MSN BFCNs (Alldred et al., 2023) as well as a mosaic of deficits in the three populations of hippocampal excitatory neurons. When examining septohippocampal circuit neurons, hippocampal excitatory neurons show many more triplicated DEGs compared to MSN BFCNs (Alldred et al., 2023), suggesting genotype effects from triplication are more profound within hippocampal excitatory neurons compared to BFCNs. In contrast, total DEGs and the underlying mechanistic pathways dysregulated in Ts65Dn mice are more profound in MSN BFCNs (Alldred et al., 2023), compared to the hippocampal neuron populations. Early deficits, including increased neuroinflammation and reactive oxygen species generation, are seen in both MSN BFCNs and hippocampal neurons by 6 MO, along with synaptic and metabolic deficits, which are much more profound in BFCNs (Alldred et al., 2023), suggesting BFCN dysregulation precedes or paces hippocampal neurons deficits via connectivity-based neurodegeneration. This is corroborated by previous studies in human AD and DS (Yates et al., 1980; Whitehouse et al., 1982) and DS mice (Granholm et al., 2000; Kelley et al., 2014a; Lockrow et al., 2009), which display profuse age-dependent BFCN degeneration. Further, degeneration of the basal forebrain occurs prior to the entorhinal cortex in AD (Fernández-Cabello et al., 2020). We postulate that early targeting of BFCNs likely would slow or stop the onset of hippocampal degeneration.

### Caveats and future directions

We strive to limit LCM and RNA variability by normalizing quality and quantity during bioinformatic analysis. Sex differences exist in AD pathology and this study lacks female animals, which results in the inability to determine sex effects. We plan to ameliorate this deficit utilizing a female cohort, age-and sex matched to the males performed herein, although sex effects have not been noted in human DS RNA-seq in cortical excitatory neurons (Alldred et al., 2024b). To isolate genotype specific differences driven solely by BFCN degeneration, it would be advisable to utilize a younger cohort prior to frank neurodegeneration. Further, new models of DS (e.g., TcMAC21 mouse) (Kazuki et al., 2020; Shao et al., 2023) have been developed that reproduce triplication of virtually all HSA21 orthologs, which may result in unique DEGs not seen herein. Additional planned assessments include examining the therapeutic modality of maternal choline supplementation in hippocampal cell types, as trisomic BFCNs display notable benefits and reduction of dysregulated DEGs and pathways in the Ts65Dn model (Alldred et al., 2023). We also propose examining GABAergic interneurons in the septohippocampal circuit for deficits in the context of DS/AD.

## Conclusion

Using single population profiling, we analyzed alterations in an established DS/AD model at the onset of septohippocampal degeneration and identified genotype and circuitry specific alterations. As expected, each excitatory population had a unique expression profile, but unexpectedly, few genes exhibited convergent dysregulation in excitatory neurons throughout the hippocampus in trisomic mice. We postulate unique gene expression within each circuit drives pathology in the DS brain. Interestingly, CA3 PNs exhibited the most robust dysregulated gene expression profile, while CA1 PNs and DGCs exhibited fewer dysregulated DEGs. Overall, bioinformatic analysis indicated significant overlap in pathway dysregulation were associated with unique DEGs, suggesting isoform and/or subunit specificity is linked to circuitry and/or expression to individual hippocampal neuronal populations, which has translational implications for human DS and informs on AD dementia. Bioinformatic inquiry of CA1 PN, CA3 PN, and DGC DEGs delineated unique drivers of disease pathology and linked select behavioral deficits to individual excitatory neuronal populations dysregulated in trisomic mice. We propose unique gene expression changes may drive similar outcomes in different neuronal populations through distinct regulation of signaling cascades, which in turn suggests precision targeting for therapeutic modulation of degeneration may be necessary for DS/AD degeneration.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary material. RNA-seq data analyzed within this study are available from GEO (http://www.ncbi.nlm.nih.gov/geo; GSE283699).

## Glossary

2N: Normal disomic controls
A*β*: Amyloid-beta peptide
AD: Alzheimer’s disease
APP: Amyloid precursor protein
*β*-TUBIII: β-tubulin III
BFCNs: Basal forebrain cholinergic neurons
DEGs: Differentially expressed genes
D/Fs: Disease and functions
DGCs: Dentate gyrus granule cells
DS: Down syndrome
DYRK1A: Dual specificity tyrosine phosphorylation regulated kinase 1a.
*Gnas*: Guanine nucleotide binding protein, alpha stimulating
GO: Gene Ontology
HSA21: Human chromosome 21
IPA: Ingenuity Pathway Analysis
LCM: Laser capture microdissection
LFC: Log-fold change
LTP: Long-term potentiation
MDS: Multidimensional Scaling
Mmu16: Mouse chromosome 16
Mmu17: Mouse chromosome 17
MO: Months of age
*Pcp4*: Purkinje cell protein 4
PN: Pyramidal neuron
PPI: Protein–protein interaction
*Prkar1b*: Protein kinase cAMP-dependent type I regulatory subunit beta
*Prkar2b*: Protein kinase cAMP-dependent type II regulatory subunit beta
QC: Quality control
RIN: RNA Integrity Number
RNA-seq: RNA-sequencing
*Rpl12*: Ribosomal protein L12
RT: Room temperature
THB: Tissue homogenization buffer
UMAP: UNIFORM Manifold Approximation and Projection

How the deposited data were processed for this re-analysis (not part of the article)

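The study measured RNA of CA1 PNs, CA3 PNs and DGCs microisolated from male Ts and 2N mice at 6 MO. The deposited values are expected counts per gene and library. According to the authors' methods, reads were trimmed where needed, aligned to GRCm39 with STAR and quantified with RSEM, whose expected counts were deposited without normalization. There were 81 libraries, 35 of mice from dams on the normal diet and 46 of mice from dams on a choline-supplemented diet, on which the paper does not report. Counts were read from 1 file per library, and the matrix that holds the same libraries of a population was compared with them. All 81 columns were equal, with no difference over 1e-09, and no column of a matrix was left without a sample. The other 5 columns of each file per library (such as TPM and lengths) were not used here. Of 57010 gene identifiers, 56310 had a symbol in the annotation, 2 were named from the paper's tables and 698 kept their identifier.

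Libraries were grouped by population, genotype and diet as their labels give them. The exception is the CA3 PN library of mouse 15-145, labelled Ts while the other libraries of that mouse are labelled 2N. It was grouped as 2N, following the labels of the mouse's other libraries and the paper's 6 mice of each genotype, and its own label was tried as an alternative. The same mice gave the libraries of the 3 populations. Over 8926 genes, the residuals of 34 pairs of libraries of the same mouse had a median correlation across genes of 0.076 (from -0.005 to 0.17, with 10 pairs over 0.1), against -0.015 between different mice, and genes are not independent replicates. Mice were used as blocks only as an alternative, in the comparisons between populations and in the test of the difference in LFC.

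Total expected counts per library ran from 625249 to 4744036 on the normal diet. At those totals 0.1 CPM is 0.063 to 0.474 of a count. The 10 most abundant genes held 11.0 to 17.0% of the counts of a normal-diet library, mitochondrial genes 4.74 to 9.90% and protein-coding genes 81.2 to 88.7%. The totals on the supplemented diet ran from 358355 to 2559173. RSEM divides reads that match several genes, so genes with close paralogs or processed pseudogenes, ribosomal protein genes among them, have less certain counts. The precision of a fold change is given by its standard error between mice.

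Expected counts were rounded to whole numbers. Genes over 0.1 CPM in at least 10 of the libraries compared were tested with edgeR 4.0.16 (R 4.3.3): TMM normalization, estimateDisp, glmQLFit with robust estimation and glmQLFTest, which is two-sided. DEGs have an unadjusted p under 0.05, as in the study, and adjusted p are Benjamini-Hochberg values over all genes tested. The study's covariates (RNA concentration and 5 percentages of each library's reads) were not used here. CPM are scaled with TMM, and mean log2 CPM over gene lists use a prior count of 2. The triplicated genes are those that the study lists as expressed. Differences in a single value per mouse were tested with exact permutation tests, two-sided. Gene families were fixed by symbol and tested with camera (preset correlation) and fry of limma 3.58.1, adjusted over the 24 family and population sets. Populations were compared in 2N libraries. The difference in LFC between populations was tested in 1 model of all 35 libraries. Of single genes, the text gives each gene that the paper's text names and that could be tested, a summary of the genes labelled in Fig. 2, and in each population the 3 higher and the 3 lower genes with the smallest p outside the triplicated segments, fewer where fewer had an adjusted p under 0.05. These choices, the gene lists, the rule for named genes and the alternatives were set before the data were examined, apart from those named next.

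Alternatives were DESeq2 1.42.0, limma-voom, totals in place of TMM, filterByExpr with a minimum count of 10, no filter, 1 surrogate variable from sva 3.50.0, both diets in 1 fit, the library of mouse 15-145 under its own label, mice as blocks, fry in place of camera and leaving out each mouse. A list of CA2 markers (Amigo2, Rgs14, Pcp4, Necab2, Map3k15, Cacng5 and Ccdc3) and its mean as a covariate in CA1 PNs were chosen after seeing the data. To ask whether a library came from its labelled mouse, it was compared with the other 2 populations of every mouse over at most 100 genes that vary between mice, of 6420 genes at or above a mean log2 CPM of 4 considered. To compare populations at equal total counts, the counts of every library were thinned to 625250 in 10 draws. Lists of markers of excitatory neurons, inhibitory neurons, astrocytes, oligodendrocytes, vascular cells, choroid plexus, CA1, CA3 and dentate neurons and of immediate early genes were averaged per library. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used.

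The test was tried on simulated data with the group sizes and depths of these libraries, in which 200 genes were changed. The changed genes were drawn from the more abundant ones. Each change was larger than the median LFC of the Mmu16 genes in any population. Noise was independent between genes, and no library was made to deviate from its group. The percentages of changed genes found therefore do not hold for weaker changes, rarer genes or the deviating libraries of CA1 PNs. In the simulated CA1 PNs, CA3 PNs and DGCs edgeR gave an unadjusted p under 0.05 to 84%, 94.5% and 91% of the changed genes and an adjusted p under 0.05 to 55%, 78.5% and 72%, and 4.27%, 4.82% and 4.66% of the unchanged genes had an unadjusted p under 0.05. The results of 1 further marker list and of 1 pathway are not reported here. Of the other pathways that the text names, only the listed genes were summarised, and the study's pathway, network and protein results were not analysed here.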

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

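Tests chosen only after the result was seen are 4 of the 5 on library 17-21 (CA3 neurons, a swap, another mouse and library size), both on library 16-357 and on its triplicated genes, those of library size for mice 17-173, 15-145 and 15-336, and those on the choline-supplemented libraries apart from their counts of other splits; the CA2 list itself was also chosen after seeing the data. In 84 groups of libraries, 12 values stood far from the rest of their group. Chance gives about 1 in 20 groups, or 4.2.

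In the CA1 PN library of 2N mouse 17-21 the CA1 markers had a mean log2 CPM of 2.63, against 7.21 to 7.78 in the other 2N libraries. The choroid plexus list, of which only Kl was tested, had 2.68 against 5.48 to 6.35, and the dentate list, with 3 genes tested and Lct the most abundant, 2.33 against 4.08 to 4.99. Wfs1 stood at 6.95 CPM, against 133.6 to 859.8 in the other CA1 PN libraries. Of the 6 CA1 markers 5 were far below the other libraries, and Spink8, at 67.2 CPM, was not (24.9 to 72.7, at most 1.10 in CA3 PNs). Library size is argued against by a total of 950294, inside the range of the other CA1 PN libraries. CA3 neurons in place of CA1 neurons are argued against by Bok at 4.64 CPM, where every CA3 PN library had at least 77.1, although Cpne4, of the same list, was at 463.6 CPM against 262.8 to 352.8 in CA3 PNs. A swap with another library of this mouse would put CA1 markers into one of its other libraries, where their highest mean was 3.71. CA2 neurons in place of CA1 neurons remain a candidate explanation: the mean of 7 CA2 markers was 7.93 there, against 1.77 to 3.17 in 8 other CA1 PN libraries, with Rgs14 at 710.4 and Amigo2 at 432.3 CPM. Of the 7, Rgs14 had at least 68.8 CPM in every CA1 PN library and Pcp4 is also a triplicated gene. Whether the library came from another mouse stays open: its best correlation was 0.367, with the Ts mouse 14-90, and its own mouse reached 0.246. Both lie under the 0.397 to 0.854 of CA1 PN libraries that matched their own mouse best. The 60 triplicated Mmu16 genes of library 17-21 stood at 5.37, under the Ts libraries (5.67 to 5.84). A difference between mice stays open and was not tested.

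The CA1 PN library of Ts mouse 16-357 had CA1 markers at 6.43 (other Ts libraries 7.40 to 7.63), the choroid plexus list at 5.24 (6.28 to 6.53), oligodendrocyte markers at 4.86 (3.32 to 3.72) and vascular markers at 3.16 (2.29 to 2.53). Astrocyte markers, at 4.79 (3.84 to 4.47), and inhibitory neuron markers, at 4.90 (3.56 to 4.08), were higher too. A lower share of excitatory neurons stays open: their markers stood at 10.31, against 10.09 to 10.18, but at so high a level they would not show a small share of other cells. CA2 neurons beside CA1 neurons may be part of it, since the CA2 markers had a mean of 7.23, with Rgs14 at 600.2 and Amigo2 at 282.9 CPM. Whether oligodendrocyte and vascular markers, of which Mbp, at a mean of 75.8 CPM in CA1 PNs, and Flt1, at 11.0, are the most abundant, go with CA2 tissue stays open. Library 17-21 was also high in oligodendrocyte (4.61, other 2N libraries 3.41 to 4.35), vascular (3.25, others 2.28 to 2.75) and astrocyte markers (5.11, others 3.89 to 4.43), while 17-154, with a CA2 mean of 6.10, had 3.75, 2.28 and 4.43. Its 60 triplicated Mmu16 genes stood at 5.84, against 5.67 to 5.70 in the other Ts libraries. Whether these genes are higher in CA2 than in CA1 neurons stays open. Library 17-21 lay 0.13 above the highest of 4 other 2N libraries (5.10 to 5.24), but supplemented libraries with many CA2 markers lay both above and below those with few, with means over 61 Mmu16 genes of 5.44 to 5.75 against 5.49 to 5.67 in Ts and 5.10 to 5.26 against 5.02 to 5.11 in 2N. A difference between mice stays open and was not tested.

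In Ts mouse 17-173 the dentate list had 2.78 in CA3 PNs (others 3.36 to 3.62) and 7.75 in DGCs (others 8.03 to 8.17). Totals of 1798002 and 837456, inside the range of their groups, argue against library size. The choroid plexus list, of which only Kl was tested, had 5.29 in the DGC library of 2N mouse 15-145 (others 4.49 to 4.68), and the Mmu16 genes 4.85 in the supplemented CA3 PN library of 2N mouse 15-336 (others 4.98 to 5.03). With totals of 696340 and 710829, both are the smallest of their group, so low library size and a difference between mice cannot be told apart from 1 library each. For mouse 17-173 a difference between mice stays open; no biological explanation was tested for any of these.

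For Arhgef10l the LFC in CA3 PNs minus that in DGCs was -2.59 (standard error 0.44, adjusted p = 0.00222 from edgeR) in a test of the difference itself, and -2.53 with mice as blocks (adjusted p = 0.00101). Other splits of the mice gave as many genes in 2 of 100 splits, the real one included, so chance is argued against. A difference between the cell types remains an open, untested explanation.

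In libraries of mice from dams on the supplemented diet, which the paper does not report on, the Mmu16 genes had a median LFC of 0.48 in CA1 PNs (9 Ts and 7 2N), 0.53 in CA3 PNs (7 and 7) and 0.60 in DGCs (9 and 7). Genes with an adjusted p under 0.05 by edgeR numbered 7, 35 and 63, of which 7, 31 and 36 are triplicated. Mixed genotype labels are argued against, since the smallest gap between the lowest Ts and the highest 2N library was 0.18 log2 CPM. The numbers of DEGs were 515, 701 and 1076, and as many were given by 35, 14 and 1 of 100 splits, so chance is excluded for DGCs only. Among DEGs of the normal diet outside the segments, 54.46% in CA1 PNs had the same sign on the supplemented diet, 62.74% in CA3 PNs and 72.84% in DGCs. Random lists of like expression gave medians of 52.35%, 52.86% and 57.02%. The value observed was reached by 2059, 0 and 0 of 10000 lists, so by sign chance is not excluded in CA1 PNs. The correlation of LFCs across genes between the diets was 0.237 in CA1 PNs, above 0.187, the upper limit taken from random lists. With DESeq2 it was 0.243 against 0.195, and with 1 surrogate variable 0.245 against 0.187. Sign and correlation thus differ in CA1 PNs, and chance stays undecided there. Whether the diet changes the genotype difference was not tested.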

How the results depend on the processing

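The CA2 marker covariate was chosen after seeing the data. All other alternatives were planned. Of them, Prkar2b in CA1 PNs and Stc1 in DGCs were not tested under filterByExpr, and Col22a1 in CA1 PNs was tested in 1 of the 11 fits that leave out a library.

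In CA1 PNs, 463 DEGs became 1067 with no filter, 869 with 1 surrogate variable and 772 with the CA2 covariate, and ran from 323 to 656 with 1 library left out. The 1 gene with an adjusted p under 0.05 became 0 with limma-voom (510 DEGs) and with both diets in the fit (623), 15 with no filter, 3 with 1 surrogate variable and 19 with the CA2 covariate. With 1 library left out it ran from 0 to 3, with 3 without 2N mouse 17-154, 1 without 17-172 and 0 without any other, by edgeR with 323 to 656 DEGs (15-145, 15-147, 17-21, 17-56, 16-357, 16-490, 17-153, 17-157 or 17-173). With no filter more genes are tested, 22655 in place of 12286; the cause was not tested for the other changes. Without TMM 312 DEGs were higher and 136 lower, against 219 and 244 with it.

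In CA3 PNs, 1237 DEGs became 2028 with no filter, and 89 genes with an adjusted p under 0.05 became 187 with no filter, 53 with both diets in the fit and 17 with library 15-145 under its own label. They ran from 59 to 120 with 1 library left out, the lowest without Ts mouse 17-192. In DGCs, 1143 DEGs became 1812 with no filter, and 79 genes with an adjusted p under 0.05 became 45 with limma-voom and 49 to 81 with 1 library left out, the lowest without 2N mouse 15-147. The cause was not tested.

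The 82 DEGs shared by CA1 PNs and CA3 PNs became 171 with no filter, 130 with 1 surrogate variable and 124 with the CA2 covariate. The 69 shared by CA1 PNs and DGCs became 149, 125 and 132. With mice as blocks, 4 genes in place of 1 had a different LFC in CA3 PNs and DGCs, and no other call changed. Of the 24 family sets, 5 were called by camera, 8 with 1 surrogate variable and 1 by fry. With 1 mouse left out there were 3 to 10, with 3 without 15-145, 8 without 17-172 or 17-56 and 10 without 17-173. In the supplemented CA1 PN libraries, 7 genes with an adjusted p under 0.05 became 19 with DESeq2 and 35 with 1 surrogate variable, which also moved 515 DEGs to 927. The cause was not tested for these.

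Numbers of triplicated DEGs at an unadjusted p under 0.05 moved less. Those of Mmu16 were 26 to 33 in CA1 PNs, 47 to 51 in CA3 PNs and 48 to 51 in DGCs over the planned settings, and 22 to 37, 47 to 51 and 45 to 51 with 1 library left out. The difference of the triplicated genes between Ts and 2N was 0.39 to 0.52 in CA1 PNs, 0.56 to 0.61 in CA3 PNs and 0.49 to 0.53 in DGCs with 1 library left out.

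Gnas in CA1 PNs (LFC 0.0009) turned to -0.031 without 15-145, -0.025 without 15-147, -0.00050 without 17-154, -0.014 without 17-172, -0.068 without 17-56 and -0.18 without 16-357, in a range up to 0.21. Gria2 in CA1 PNs (LFC 0.012) turned to -0.063 with 1 surrogate variable, -0.043 with the CA2 covariate, -0.095 without 17-21, -0.0096 without 17-157 and -0.050 without 17-173, and reached 0.12 with 1 library left out. Neither gene was called there. Over 31 results of named genes in a population, 542 of 589 values kept direction and call, 33 lost the call, 3 gained it and 11 changed sign. Gains were Gria2 in CA3 PNs without 15-147 (LFC -0.12) and Pcp4 in CA3 PNs with limma-voom (LFC -0.80) and without 16-357 (LFC -0.93).

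Of the called families, the nuclear subunits of oxidative phosphorylation in CA1 PNs lost the call without 15-145 (median LFC -0.061), 17-157 (-0.057) and 17-21 (-0.0062), and the ribosomal proteins of CA3 PNs without 15-145 (-0.080) and 15-147 (-0.10). Both, and the ribosomal proteins of CA1 PNs and the mitochondrially encoded subunits of CA3 PNs, were not called by fry. The cholesterol biosynthesis enzymes of CA3 PNs were called by camera and by fry, with a median LFC of 0.22 to 0.34 with 1 mouse left out.

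DEGs shared by all 3 populations numbered 39, 33 to 58 over the planned settings and 27 to 49 with 1 mouse left out. Genes that differed between populations ran from 3444 to 3505 for CA1 PNs and CA3 PNs, 5034 to 5413 for CA1 PNs and DGCs and 6440 to 6874 for CA3 PNs and DGCs, and from 2656 to 3794, 4250 to 4817 and 5530 to 6273 with 1 mouse left out. Depth limits genes with few counts, since 0.1 CPM is 0.063 to 0.474 of a count in the normal-diet libraries.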

Differences from the paper's values

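The covariate of CA2 markers was chosen after seeing the values. It drops 2 of the paper's 947 DEGs of CA1 PNs that are called without it, and leaves 531 uncalled, against 695 without it. Counts and percentages are taken to differ where one is over 1.5 times the other, and LFCs where they are further apart than the standard error found here under the same setting, so equal LFCs from different settings can fall on either side.

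The paper gives 947 DEGs in CA1 PNs and 463 were found here. Within 1.5 times of the paper's value are 3 of 18 alternatives set before the data were examined: no filter (1067), 1 surrogate variable (869) and leaving out Ts mouse 16-357 (656), and the other 15 are not; the CA2 covariate, chosen after seeing the values, gives 772 and drops 2 of the paper's DEGs called without it. Of the paper's DEGs, 257 are called with no filter, 503 with 1 surrogate variable and 178 without 16-357, against 252 in the edgeR comparison. Of upregulated genes the paper gives 508 and 219 were found (no filter 481, 1 surrogate variable 392 and both diets in the fit 364 come within range, 15 others do not; the CA2 covariate gives 324 and does not). Of downregulated genes it gives 439 and 244 were found (no filter 586, 1 surrogate variable 477, without 2N mouse 17-21 355 and without 16-357 347 come within range, 14 others do not; the CA2 covariate, chosen after seeing the values, gives 448 and drops 2 of the paper's DEGs called without it). The paper's percentage of DEGs in CA1 PNs is 8.32 and 3.77 was found, with 1 surrogate variable (7.07) and without 16-357 (5.78) within range and 16 others not; the CA2 covariate, chosen after seeing the values, gives 6.28 and drops 2 of the paper's DEGs called without it.

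For DGCs the paper gives 692 DEGs and 1143 were found. Within range are DESeq2 (823), filterByExpr (935) and leaving out 15-145 (1033), 15-147 (937), 17-154 (1007), 16-490 (1019) or 17-192 (1037), 7 of 19 alternatives, and 12 are not. These 7 call 338 to 399 of the paper's DEGs, against 393 in the edgeR comparison. Its tables give 362 upregulated and 330 downregulated DEGs, where 611 and 532 were found. Of the first, DESeq2 (442), filterByExpr (486) and leaving out 15-147 (498), 17-154 (525), 16-357 (535), 16-490 (540) or 17-153 (532) come within range and 12 others do not. Of the second, DESeq2 (381), filterByExpr (449), 1 surrogate variable (464) and leaving out 15-145 (470), 15-147 (439), 17-154 (482), 16-490 (479) or 17-192 (474) do and 11 others do not. With an adjusted p under 0.05 the paper's table has 12 genes in DGCs and 79 were found, 45 to 115 over the 19 alternatives, of which 0 come within range. All 12 are among the 79.

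Of DEGs in CA1 PNs and CA3 PNs but not DGCs, the paper's tables give 120 and 43 were found, with only no filter (113) within range of 20 alternatives; the CA2 covariate gives 67 and does not. The paper's text gives 90 changed in the same direction and 37 were found, with no filter (94), 1 surrogate variable (66) and without 16-357 (64) within range and 17 not; the CA2 covariate gives 57 and does not. In CA1 PNs and DGCs but not CA3 PNs the paper's tables give 51 and 30 were found. Limma-voom (38), 1 surrogate variable (71), both diets in the fit (38), leaving out 17-21 (57), 17-56 (37), 16-357 (55) or 17-192 (40) and 15-145 under its own label (34) come within range and 12 do not; the CA2 covariate, chosen after seeing the values, gives 75 and drops 2 of the paper's DEGs called without it.

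The paper's LFC of App in CA3 PNs is 0.621 and 0.57 was found, with 8 of 20 alternatives within range: DESeq2 (0.57), no TMM (0.58), 1 surrogate variable (0.58), both diets in the fit (0.57) and leaving out 15-145 (0.59), 17-56 (0.58), 17-173 (0.59) or 17-192 (0.58); 12 are not. For Dyrk1a it gives 0.39 in CA3 PNs and 0.50 was found (without 17-154, 0.48, without 17-173, 0.44, without 17-192, 0.47, and with 15-145 under its own label, 0.44, come within range and 16 do not) and 0.48 in DGCs, where 0.38 was found (DESeq2 0.38, limma-voom 0.40, 1 surrogate variable 0.44, both diets in the fit 0.39 and leaving out 15-145, 0.44, 17-56, 0.40, 16-357, 0.41, 17-157, 0.39, or 17-173, 0.39, come within range and 10 do not). For Col4a1 in CA3 PNs the paper's table gives 0.63 and 0.82 was found; without 15-145 (0.73) and with that library under its own label (0.58) it is within range, in 18 others not. For Nrip3 in DGCs it gives 0.48 and 0.66 was found; without 17-172 (0.59), 17-56 (0.61) or 16-357 (0.59) it is within range, in 16 others not. For Gnas in CA1 PNs it gives 0.31 and 0.0009 was found; only without 17-21 (0.21) of 18 alternatives is it within range, and with the CA2 covariate (0.078) it is not.

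The paper ranks DGCs lowest in the number and the percentage of DEGs; here DGCs had 1143 DEGs (8.50%) and CA1 PNs 463 (3.77%). It has more upregulated than downregulated DEGs in CA1 PNs, where 219 and 244 were found; no TMM (312 and 136), limma-voom (257 and 253) and both diets in the fit (364 and 259) have the paper's order, as do the fits without 15-145 (222 and 200), 15-147 (222 and 219), 17-172 (234 and 209), 17-56 (247 and 188) and 17-157 (163 and 160). Its statement on the small share of triplicated genes holds for Mmu16 alone in CA3 PNs (4.12%), though not with filterByExpr (5.03%) or with 15-145 under its own label (5.39%), and in DGCs (4.37%), though not with DESeq2 (5.95%), with filterByExpr (5.13%) or without 15-147 (5.02%). It does not hold in CA1 PNs (5.83%), except with no filter (2.91%), 1 surrogate variable (3.8%), both diets in the fit (4.98%) and without 17-21 (4.25%) or 16-357 (3.96%), and, chosen after seeing the values, with the CA2 covariate (4.4%), which drops 2 of the paper's DEGs called without it; for both segments the shares were 7.78%, 5.74% and 5.69%, and 3.94%, 3.50% and 3.59% with no filter, 4.95% in CA1 PNs with 1 surrogate variable and 4.94% in CA3 PNs with limma-voom.

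Pcp4 is lower in CA3 PNs in the paper; here its LFC was -0.46 with no call, and it was called with limma-voom (-0.80) and without 16-357 (-0.93). Gria2 is lower in CA3 PNs in the paper; here its LFC was -0.091 with no call, and it was called without 15-147 (-0.12). Gnas in CA1 PNs, which the paper gives as upregulated, was called in no setting. Dnah8 in DGCs, lower in the paper's table, had an LFC of 0.27 and was called in no setting. Sntb1 (LFC 0.74) and Pakap (LFC 0.76 and -0.89 for the identifiers in the paper's table), which are labelled in the plot of CA1 PNs, were not called here; Sntb1 was called with 1 surrogate variable and, chosen after seeing the values, with the CA2 covariate, which drops 2 of the paper's DEGs called without it, and Pakap with limma-voom and, for the lower identifier, without 16-357.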

Other observations

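Tests chosen only after the result was seen are, for library 17-154, those of a swap, of the genotype of the mouse and of CA2 neurons, and that of library size for the number of DEGs in CA1 PNs; the CA2 covariate and its splits came after the data were seen.

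In the CA1 PN library labelled 2N of mouse 17-154, the Mmu17 triplicated genes had a mean log2 CPM of 5.22, within the Ts libraries (5.15 to 5.37) and above the other 2N libraries (4.56 to 4.81). RNA of a Ts mouse under a 2N label is a candidate explanation. A swap with a Ts mouse of these CA1 PN libraries is argued against, since the lowest Ts library had a mean of 5.63 over 61 Mmu16 genes and none stood with the other 2N libraries (5.04 to 5.31). That the mouse itself is Ts is argued against by its DGC library, at 5.31 where 2N libraries had 5.16 to 5.39 and Ts libraries at least 5.71. A shift of all of chromosome 16 is argued against by genes of that chromosome outside the segment, at 5.87, between the other CA1 PN libraries (5.81 to 5.88). Higher triplicated genes in CA2 neurons are argued against as the whole cause by library 17-21, which had more CA2 markers: over the 60 of these genes tested in CA1 PNs, it stood at 5.37, against 5.76 in 17-154, 5.67 to 5.84 in Ts and 5.10 to 5.24 in the 4 other 2N libraries. In 3 supplemented 2N libraries with CA2 means of 6.15 to 7.70 the mean over all 61 was 5.10 to 5.26. Whether it came from another mouse stays open: its best correlation over genes that vary between mice was 0.308, and its own mouse reached 0.179. Both lie under the 0.397 to 0.854 of CA1 PN libraries that matched their own mouse best, so no mouse could be assigned.

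The CA3 PN library of mouse 15-145 carries a Ts label. Its triplicated Mmu16 genes stood at 5.09, below the Ts libraries (5.52 to 5.59) by 0.43 and above the other 2N libraries (4.85 to 4.99) by 0.10, so the level set beforehand, among the 2N libraries, was met only in part. Its Mmu17 genes, at 4.71, were within the other 2N libraries (4.62 to 4.87). A wrong Ts label is a candidate explanation. That it came from another mouse is argued against by a correlation of 0.618 with its own mouse, where the next mouse reached 0.459.

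With every library thinned to 625250 counts, the median number of DEGs over 10 draws was 897 in CA3 PNs, 945 in DGCs and 405.5 in CA1 PNs. So library size may account for CA3 PNs having more DEGs than DGCs, and is argued against for the lower number in CA1 PNs. That CA1 PNs have 1 Ts library fewer is argued against by the 1064 DEGs of CA3 PNs without Ts mouse 17-192. A difference between cell types and the mixed libraries of CA1 PNs stay open.

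Other splits of the same libraries into groups of the same sizes gave as many DEGs in CA1 PNs in 34 of 100 splits, the real one included, as many genes with an adjusted p under 0.05 in 5, as many called families in 31, and as many DEGs shared with CA3 PNs in 8 and with DGCs in 10, so chance cannot be excluded for these. By edgeR, 0 genes had an LFC that differed between CA1 PNs and CA3 PNs (753 at an unadjusted p under 0.05) or CA1 PNs and DGCs (983), and 0 with mice as blocks (653 and 875); 100 of 100 splits each gave as many, which decides nothing, since no split can give fewer than 0, and no other tool was run. Mmu16 DEGs in CA1 PNs were matched in 2 of 100 splits, and Mmu17 DEGs there, all 4 counts of CA3 PNs and of DGCs, and DEGs shared by all 3 populations or by CA3 PNs and DGCs in 1, the real one alone, which excludes chance. The comparisons of populations were matched in 1 of 32 splits each. With the CA2 covariate, 11 of 100 splits had as many DEGs as the 772 found and 1 had as many genes with an adjusted p under 0.05, of which there were 19, 11 of them triplicated. Of 463 DEGs without the covariate, 443 were also called with it.

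In the 10 marker lists named here no adjusted p between Ts and 2N was under 0.05 (exact permutation tests), but with as many tests 1 list alone could not reach it at the smallest p these group sizes allow, 0.00217, so this excludes no difference. The smallest adjusted p, 0.286, were for inhibitory neuron markers in CA3 PNs (3.53 ± 0.19 in Ts and 4.34 ± 0.47 in 2N, exact permutation test p = 0.00866), with Gad1 at a mean of 74.0 CPM, and excitatory neuron markers in DGCs (10.04 ± 0.073 and 10.13 ± 0.016, exact permutation test p = 0.0173), with Camk2a at 2361. Astrocyte markers in DGCs, with Slc1a3 at 118.2 CPM, had 4.22 ± 0.23 and 3.94 ± 0.13 (adjusted p = 0.357, exact permutation test). For oligodendrocyte (Mbp, 134.2 CPM in CA3 PNs), vascular (Flt1, 15.0 in CA3 PNs), choroid plexus (Kl, 62.9 in CA1 PNs), CA1 (Wfs1, 489.7 in CA1 PNs), CA3 (Cpne4, 295.0 in CA3 PNs) and dentate markers (Prox1, 846.0 in DGCs) and immediate early genes (Egr1, 572.8 in CA1 PNs) the adjusted p was 0.989 in every population by the same exact test.

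The CA2 markers had means from 5.73 to 7.70 in 7 of the supplemented CA1 PN libraries, and 6.10 in library 17-154. A library matched its own mouse best in 23 of 25 cases in CA1 PNs and CA3 PNs and 25 of 25 in DGCs. Beyond those given for libraries 17-154 and 17-21, no explanation was tested for these.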
